# Th1 cytokines synergize to change gene expression and promote corticosteroid insensitivity in pediatric airway smooth muscle

**DOI:** 10.1186/s12931-022-02046-1

**Published:** 2022-05-16

**Authors:** Devine Jackson, Joshua Walum, Priyanka Banerjee, Brandon W. Lewis, Y. S. Prakash, Venkatachalem Sathish, Zhaohui Xu, Rodney D. Britt

**Keywords:** TNFα, IFNγ, Corticosteroids, Airway smooth muscle

## Abstract

**Background:**

Corticosteroids remain a key therapy for treating children with asthma. Patients with severe asthma are insensitive, resistant, or refractory to corticosteroids and have poorly controlled symptoms that involve airway inflammation, airflow obstruction, and frequent exacerbations. While the pathways that mediate corticosteroid insensitivity in asthma remain poorly defined, recent studies suggest that enhanced Th1 pathways, mediated by TNFα and IFNγ, may play a role. We previously reported that the combined effects of TNFα and IFNγ promote corticosteroid insensitivity in developing human airway smooth muscle (ASM).

**Methods:**

To further understand the effects of TNFα and IFNγ on corticosteroid sensitivity in the context of neonatal and pediatric asthma, we performed RNA sequencing (RNA-seq) on human pediatric ASM treated with fluticasone propionate (FP), TNFα, and/or IFNγ.

**Results:**

We found that TNFα had a greater effect on gene expression (~ 1000 differentially expressed genes) than IFNγ (~ 500 differentially expressed genes). Pathway and transcription factor analyses revealed enrichment of several pro-inflammatory responses and signaling pathways. Interestingly, treatment with TNFα and IFNγ augmented gene expression with more than 4000 differentially expressed genes. Effects of TNFα and IFNγ enhanced several pro-inflammatory genes and pathways related to ASM and its contributions to asthma pathogenesis, which persisted in the presence of corticosteroids. Co-expression analysis revealed several gene networks related to TNFα- and IFNγ-mediated signaling, pro-inflammatory mediator production, and smooth muscle contractility. Many of the co-expression network hubs were associated with genes that are insensitive to corticosteroids.

**Conclusions:**

Together, these novel studies show the combined effects of TNFα and IFNγ on pediatric ASM and implicate Th1-associated cytokines in promoting ASM inflammation and hypercontractility in severe asthma.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-022-02046-1.

## Background

Corticosteroid sensitivity is an important factor in determining asthma severity [1]. While mild to moderate asthma-related symptoms are managed effectively using inhaled corticosteroids (ICS) at low-moderate doses, children with severe asthma experience persistent airflow obstruction and more frequent exacerbations despite the use of higher dose ICS or oral corticosteroids [2]. Airway smooth muscle cells (ASM) are important structural cells that regulate airway function and secrete several cytokines and chemokines to contribute to airway inflammation [3]. Corticosteroids inhibit the enhancing effects of pro-inflammatory cytokines and growth factors on ASM hypercontractility, remodeling and inflammation [4]. The important contributions of ASM to airway inflammation, lung function, and exacerbations highlight the relevance of ASM corticosteroid sensitivity in asthma.

In recent years, there is an increasing appreciation for the contributions of non-Th2 inflammatory pathways in the pathogenesis of severe asthma. Multiple studies have reported increased levels of IFNγ, a Th1 cytokine, and Th1 lymphocyte infiltration in lung-derived samples from adults with severe asthma [5–7]. Wisniewski et al. identified the presence of Th1 airway inflammation in children with allergic and non-allergic severe asthma [8]. Flow cytometry analyses found CD3 + CD4 + IFNγ + T lymphocytes amongst cells collected from BAL, suggesting that Th1 inflammation promotes corticosteroid insensitivity in severe pediatric asthma. Studies have identified Th1 inflammation and increased TNFα levels in corticosteroid-insensitive children with obesity-related asthma [9, 10]. Additionally, mice with increased Th1 inflammation during allergic airway inflammation have increased corticosteroid insensitivity accompanied by persistent hyperresponsiveness and remodeling [11, 12]. These data highlight the influence of Th1 inflammation on corticosteroid insensitivity in asthma.

Th1 cytokines, TNFα and IFNγ, have substantial pro-inflammatory effects on ASM that contribute to airway inflammation, hyperresponsiveness, and remodeling in asthma [13], however little is known about their combined effects on ASM gene expression. TNFα and IFNγ are known to synergistically induce the production of several pro-inflammatory cytokines and chemokines, including CXCL10, a key T lymphocyte chemoattractant implicated in severe asthma [7, 14]. In addition to stimulating the production of cytokines and chemokines, TNFα is known to increase hypercontractility and proliferation [15, 16]. Although Th1 cytokines are implicated in severe asthma, the understanding of how corticosteroids modulate their effects on gene expression in ASM are unknown.

Recent studies show that exposure to both TNFα and IFNγ uniquely induces corticosteroid insensitivity in human fetal (18–22 weeks gestational age) and adult ASM [17, 18]. To advance the understanding of how TNFα and IFNγ interactions mediate corticosteroid insensitivity, we performed RNA-seq on pediatric human ASM. Our novel findings are consistent with recent findings showing a unique interaction between TNFα and IFNγ that enables pro-inflammatory gene expression to persist in ASM treated with corticosteroids. This is supported by pathway enrichment and co-expression analyses showing a unique effect of TNFα and IFNγ on gene expression. We identified several pro-inflammatory genes and pathways related to ASM and it’s contributions to asthma pathogenesis that persists in the presence of corticosteroids. Collectively, our studies show that combined exposure to TNFα and IFNγ impairs corticosteroid sensitivity in ASM and may contribute to persistent symptoms and exacerbations in severe pediatric asthma.

## Methods

### Cell treatment and experimental design

Human pediatric (ASM) cells were isolated from trachea and lung biospecimens collected by Comprehensive Transplant Center Human Tissue Biorepository at the OSU Wexner Medical Center and Mayo Clinic. Samples used in this study are from nonasthma individuals who were 0–22 years old. Biospecimens are from individuals who underwent tracheal reconstruction surgery or donor lungs that did not meet criteria for lung transplantation. These studies were approved by Nationwide Children’s Hospital and Mayo Clinic Institutional Review Boards. Pediatric ASM cells were cultured in DMEM/F12 medium supplemented with 10% fetal bovine serum and 1% antibiotic–antimycotic at 5% CO_2_ and 37 °C. Cells were serum-starved with 1% antibiotic–antimycotic DMEM/F12 for 24 h. Cells were then treated with vehicle (0.001% DMSO), 10 nM fluticasone propionate (FP), 0.1–10 µM JAK Inhibitor I, 10 ng/mL TNFα, and/or 25 ng/mL IFNγ for 3, 6, 12, 18, or 24 h. Cells lysates and media were harvested and stored at − 80 °C until molecular analyses. Cytokines were purchased from R&D Systems (Minneapolis, MN), fluticasone propionate and JAK Inhibitor I from Millipore-Sigma (St. Louis, MO).

### ELISA

Duoset ELISA kits (R&D Systems) were used to measure CCL5 and CXCL10 secretion levels following the manufacturer’s protocol [17]. Absorbance was read at 450 and 530 nm using the SpectroMax M2e Spectrophotometer (Molecular Devices, San Jose, CA). Standard curve was generated to calculate the chemokine concentration in media samples.

### RNA-sequencing

Following treatment for 18 h, cells were harvested, and total RNA was extracted from each treatment group with Trizol reagent, digested with RNase-free DNase I, and then stored at – 80 °C. Frozen samples were shipped to Ocean Ridge Biosciences (Deerfield Beach, Fl) who performed library preparation and RNA sequencing. In brief, the samples were re-purified using Agencourt RNClean XP beads (cat no. A63987; Beckman Coulter Life Sciences, Indianapolis, IN). RNA quality was verified by gel electrophoresis, and total RNA concentration was measured using a spectrophotometer. RNA integrity was visualized by agarose gel with each sample exhibiting intact RNA as indicated by strong 28S and 18S bands and minimal degradation. To generate cDNA libraries from total RNA, 200 ng RNA was amplified using the Universal Plus mRNA-Seq Library Prep Kit (cat no. 0508-96; NuGEN Technologies, San Carlos, CA). Library size and quality were verified using chip-based capillary electrophoresis on Agilent 2100 Bioanalyzer High Sensitivity DNA assays (cat no. 5067-4626; Agilent Technologies, Santa Clara, CA) and quantified via Takara Library Quantification Kit (cat no. 638324; Takara Bio, San Jose, CA). For sequencing, libraries were pooled and loaded onto an Illumina cBot flow cell. Following extension and amplification to create sequence clusters, flow cells were transferred to the HiSeq4000 instrument and sequenced using 150 bp paired-end reads plus a single index read. Samples that did not reach the targeted sequencing depth (40 million total reads) were sequenced again using the NextSeq500 instrument. The RNA-seq dataset was deposited in GEO (www.ncbi.nlm.nih.gov/geo) under accession number GSE179354.

### Quality control and read alignment

RNA-seq data were analyzed on the NCH Franklin Cluster within the Anaconda environment for Python [19] and R scripts. FASTQ files were analyzed for quality before and after trimming with FASTQC [20] and then for batch effects and other potential confounding influences, age and gender, using Deeptools v3.3.1 [21]. Adaptors and other sequencing artifacts were removed using the bbtools v38.86 and bbduk tool with the default adaptors list [22]. Filtered and base-trimmed reads were then aligned using Hisat2 v2.2.1 and the GRCh38.p13 reference human genome [23]. Technical replicates were merged at this point of the pipeline, and the resulting SAM files were converted to BAM files, then sorted and indexed using SAMtools v1.9 [24]. Strandedness was verified using RSeQC v3.0.0 9 to establish settings for counting genomic features [25]. Following alignment, features were counted using HTSeq2 v0.11.2 and count tables generated [26]. A custom Python script was used to merge counts files into a single table, parse for duplicated stable ENSEMBL IDs, and merge duplicates.

### Identification and annotation of differentially expressed genes

Counts were normalized and differential expression between treatment groups (Vehicle, FP, TNFα, IFNγ) was determined using EdgeR v3.32.0 [27, 28]. Prior to performing differential expression analysis, the data was adjusted for fixed and random effects, gender, and age using a linear model. In addition to pairwise comparisons between each treatment and control, pairwise comparisons between FP treated and non-FP treated samples were performed. The treatments were arranged as follows: (1) Control, (2) FP, (3) TNFα, (4) FP + TNFα, (5) IFNγ, (6) FP + IFNγ, (7) TNFα/IFNγ, (8) FP + TNFα/IFNγ. The resulting data was annotated with the Bioconductor Homo.sapiens package v1.3.1 [29, 30]. False Discovery Rate (FDR) was calculated from the p-values using the Benjamini–Hochberg method. Genes considered differentially expressed had a log_2_ fold change of > 1.5 (up-regulated) or < − 1.5 (down-regulated) and an FDR < 0.05. Data exploration and visualization were performed using RStudio inside the Bioconductor environment for Principal Component Analysis (PCAtools) and generation of volcano plots (EnhancedVolcano) [30].

### Pathway and transcription factor enrichment analysis

Pathway and transcription factor enrichment of the identified differentially expressed genes, compared to control, was assessed using the g:Prolifer tool [31] in BioConductor. Due to the large number of differentially expressed genes identified in TNFα/IFNγ treatment groups, a threshold of log_2_ fold change of > 2 or < − 2 was used to characterize and manipulate the gene list in g:Profiler analysis. KEGG and Reactome terms and transcription factor motifs with p-value < 0.05 were considered significant. Terms and transcription factor motifs were ranked by precision (intersection/query size) and the top 10 terms or motifs are highlighted in the figures (results section).

### Co-expression and functional annotation analysis

Co-expression analysis on differentially expressed genes was performed using CEMiTool in BioConductor [32]. Data was reported in a html output file that included results from gene set enrichment analysis, over representation analysis, and interaction networks. Quality control data was reported in the diagnostics html output which includes sample clustering, mean variance, and mean connectivity. Associations amongst correlated genes were assigned using a soft-threshold beta = 8 and determination coefficient (R^2^ = 0.84). Gene set enrichment analysis identified modules that are enhanced or repressed within each treatment group. Over-representation analyses were also performed and showed Reactome Pathway enrichment in each module. Mean expression within each module is presented in profile plots. Genes within selected networks within significant modules were analyzed for functional annotation analysis using DAVID v6.8 [33]. Gene ontology terms associated with annotation clusters within each network were determined by enrichment score (> 2) and p-value (< 0.05).

### Statistical analyses

An individual pediatric ASM samples (n = 3–5) was used for ELISA experiments. Data were analyzed using GraphPad Prism 8.2.0 (GraphPad, San Diego, CA). One-way or two-way (factors: time, treatment) ANOVA with Sidak test for multiple comparisons was performed as appropriate. Values are expressed as mean ± standard error (SE) and p-value < 0.05 was considered statistically significant.

## Results

### TNFα/IFNγ induces corticosteroid insensitivity

Human pediatric airway smooth muscle (ASM) cells were treated with TNFα, IFNγ, or TNFα/IFNγ from 3 to 24 h, and CCL5 and CXCL10 secretion levels were measured. TNFα alone increased CCL5 secretion after 24 h, while TNFα/IFNγ treatment significantly increased CCL5 expression in 12 h. Similarly, CXCL10 secretion was maximally increased by TNFα/IFNγ in 6 h (Fig. 1A). To assess corticosteroid sensitivity, cells were treated with 10 nM fluticasone propionate (FP), a concentration previously shown to be effective in developing ASM [17]. Treatment with FP significantly reduced CCL5 and CXCL10 secretion in ASM cells treated with TNFα; however, FP did not reduce the effects of TNFα/IFNγ (Fig. 1B). We treated ASM with vehicle, 0.1, 1, or 10 µM JAK inhibitor I, a reversible inhibitor of JAK protein-tyrosine kinase activity. Treatment with JAK inhibitor I inhibited TNFα/IFNγ-induced on CCL5 and CXCL10 secretion (Fig. 1C).

**Fig. 1:**
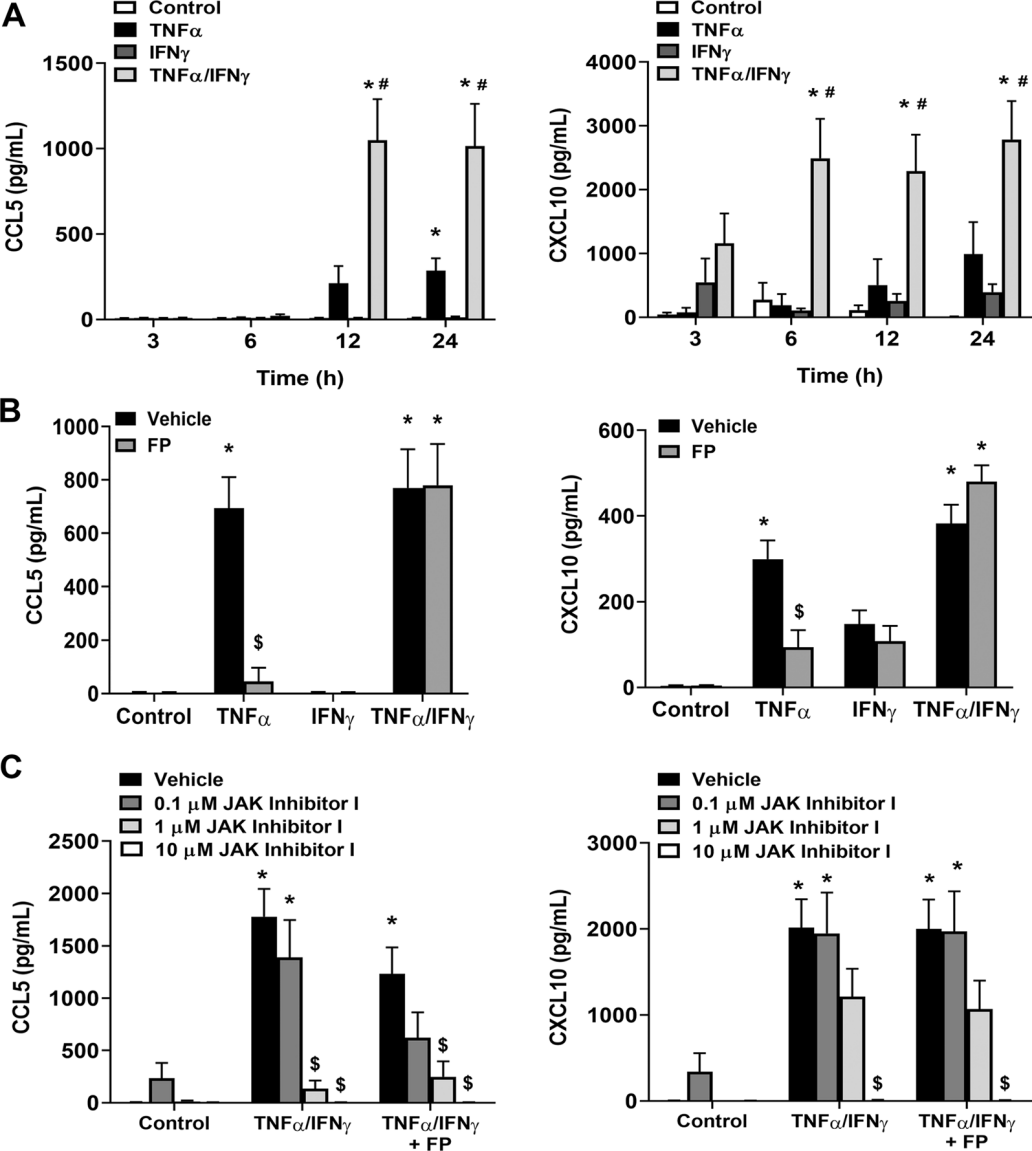
TNFα/IFNγ augments chemokine secretion that is insensitive to corticosteroids. **A** Cells were treated for 3, 6, 12, or 24 h. CCL5 and CXCL10 secretion are further increased by TNFα/IFNγ. **B** In contrast to TNFα or IFNγ alone, TNFα/IFNγ-induced CCL5 and CXCL10 secretion are insensitive to fluticasone propionate (FP) treatment. **C** JAK inhibition significantly reduces CCL5 and CXCL10 secretion. Data are presented as means ± SE, n = 3–5 individual ASM samples. *p < 0.05, significant difference from control; ^#^p < 0.05, significant difference from TNFα alone; ^$^p < 0.05, significant effect of FP or JAK inhibitor I

### Corticosteroid sensitivity and the individual effects of TNFα and IFNγ on gene expression

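Read counts from human pediatric ASM cells were taken from the files the authors deposited, one file per library. The 8 groups of the article are control (vehicle), FP, TNFα, FP + TNFα, IFNγ, FP + IFNγ, TNFα/IFNγ and FP + TNFα/IFNγ, each with 4 libraries, 32 in all. FP is a corticosteroid, given at 10 nM, and TNFα was given at 10 ng/mL. For IFNγ, the paper's methods give 25 ng/mL and the sample labels 10 ng/mL. The methods and the labels also differ in the vehicle (0.001% and 0.01% DMSO) and in the time without serum (24 h and 48 h). The values are reads the authors counted per Ensembl gene, without normalization, after they trimmed, aligned to GRCh38 and merged repeat sequencing runs. Between 14385813 and 45437714 reads per library were counted on genes (median 21568128). Group medians ran from 20245768 for FP + TNFα/IFNγ to 27758843 for TNFα/IFNγ. All 8 groups were fitted together with edgeR's quasi-likelihood test after TMM normalization. The SE of an edgeR value is the absolute log2 fold change over the square root of the test's F value. It is rough for genes near 0 reads. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change above 1.5 or below -1.5, the limits of the paper. The covariates for which the authors adjusted were not used here. The library numbers fall into 4 runs of 12 that each hold 1 library of every group. A second fit took this run as a replicate block, and its values are given where it changes a call or moves a count over 1.5 times. The first fit leaves the runs out, although libraries of a run vary together. A gene it did not call is therefore not shown to be unchanged. The library labelled FP + TNFα 40 and the library labelled IFNγ 41 hold nearly the same counts. Over 7260 genes their log2 ratios had an SD of 0.145, the lowest of 1056 pairs of libraries with different labels. Values without this near-identical pair are an alternative chosen after the data were examined.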

An RNA-Seq based approach was used to identify the genes differentially expressed in human pediatric ASM treated with vehicle, FP, TNFα, and/or IFNγ for 18 h. This time point was chosen based on previous RNA-seq studies involving corticosteroid responses in human ASM [34, 35]. On average, the sequencing generated 30.5 million reads among 48 samples and 95.2% reads were uniquely mapped to genes from the homo sapiens reference genome. 

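Summed over all lines of each file, the unmapped and ambiguous reads included, the 48 files hold 31116725 reads per library on average. Of all these reads, the unaligned ones included, 93.6% were aligned at a single position (mean of the 48 files). The share of reads counted on a gene had a median of 76.5% in the 32 libraries of the 8 groups and 70.2% in the 16 libraries with IL-17A.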

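The 32 files list 60715 gene IDs. edgeR's filterByExpr, applied to the 8 groups at its default settings, kept 17435 of them for testing. Without a replicate block the common biological coefficient of variation in these genes was 44.2%, and with the run as a block it was 23.3%.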

After filtering, 17,434 genes from 8 groups were analyzed to identify differentially expressed genes. Principal component analysis identified significant treatment, gender, and age effects, as shown in the Eigencor plot (Fig. 2A). Further analyses show that treatment accounts for > 50% of changes in gene expression (Fig. 2B), with some contributions from age and gender. 

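In log2 CPM of the 17435 genes tested, 54.2% of the variance, summed over genes, lay between the 8 treatment groups. A further 28.6% lay between the 4 runs of library numbers, and 17.1% was left within groups and runs. PC1 held 35.5% and PC2 15.7% of the variance. The scale of the values moved the share of PC1 most: on unlogged CPM, PC1 held 58.2% and PC2 12.7%.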

Plotting the first principal component (PC1) (treatment) vs. PC2 (gender) shows TNFα/IFNγ treated cells separate from all other treatment groups (Fig. 2C).

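The 8 libraries of TNFα/IFNγ and FP + TNFα/IFNγ lay between 92.2 and 136 on PC1, and the 24 other libraries between -96.3 and 21.9. Mean PC1 scores were 126 ± 8.44 (SD, n = 4) for TNFα/IFNγ and 102 ± 7.08 with FP added. The mean of TNFα alone was 9.55 ± 11.0, that of IFNγ alone -15.9 ± 23.1 and that of controls -76.1 ± 14.3. Of the variance along PC1, 97.5% lay between groups. PC2 differed little between groups (3.22%).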

**Fig. 2:**
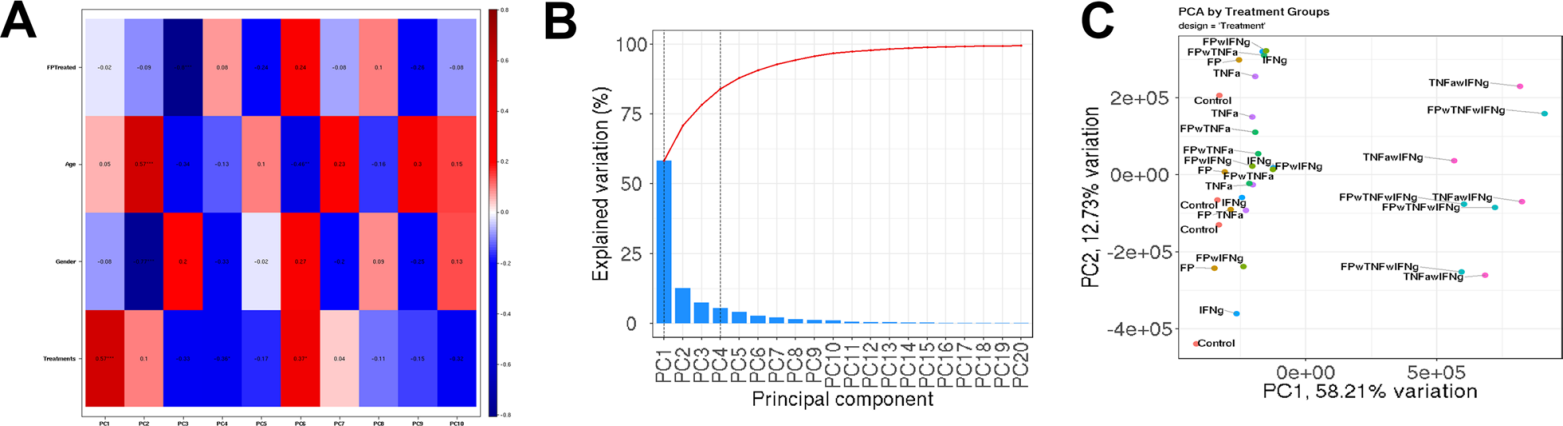
Principal Component Analysis of RNA-seq data. **A** The Eigencor plot shows effect of age, gender, fluticasone propionate (FP) and cytokine treatment on principal components. Significant effects were observed cytokine treatment (PC1), gender and age (PC2), and FP treatment (PC3). The scale bar represents Eigenvalues (− 1 to 1, with 0 having no correlation). adjusted p value < 0.05, ***indicates significant effect. **B** Percentage of variation for each principal component is shown in the Scree plot. **C** Principal Component Analysis plot for PC1 vs PC2, which together account for ~ 70% variation, is plotted

Differentially expressed genes from each treatment group and their pairwise comparisons with other treatments are given in Additional file 1. The KEGG and Reactome pathways from g:Prolifer analysis in each treatment and comparison groups are provided in Additional file 2. 

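FP alone raised 92 genes and lowered 38 against control by edgeR's quasi-likelihood test. The replicate block moved these counts most, to 247 higher and 243 lower. DESeq2 called 145 higher and 108 lower. The counts also rested on single libraries. The number of raised genes was 56 without control library 1, 57 without control library 13, 53 without control library 25 and 61 without FP library 2. The number of lowered genes was 16 without FP library 2 and 15 without FP library 38.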

Differential expression analysis shows that treatment with FP alone increased expression of 238 genes while 268 genes were down-regulated (Fig. 3A). 

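DUSP1, FKBP5, KLF15, PER1 and TSC22D3 were higher with FP in all 4 runs, and so were ALDH1L1, ALOX15B and ZBTB16. FKBP5 (ENSG00000096060, chromosome 6, 35573585–35728583 of GRCh38) had a log2 fold change of 5.50 (SE 0.52, adjusted p = 4.31e-07) by edgeR's quasi-likelihood test. PER1 rose by 2.71 (SE 0.37, adjusted p = 1.59e-04), DUSP1 by 2.39 (SE 0.41, adjusted p = 0.00155) and TSC22D3 by 4.13 (SE 0.62, adjusted p = 5.23e-04). With each library left out in turn, these 4 values stayed between 2.11 for DUSP1 and 5.78 for FKBP5. KLF15 (ENSG00000163884, chromosome 3, 126342635–126357408) had a log2 fold change of 3.51 (SE 0.90, adjusted p = 0.0423). The call of KLF15 was lost without control library 1, 13, 25 or 37 or FP library 2, 14 or 38 (log2 fold changes of 3.06 to 3.92), with library totals as the only scaling (3.50), without the filter on low counts (3.51) and in a fit of the groups compared alone (3.51). ZBTB16 was at 181 ± 53.1 CPM (SD, n = 4) with FP and at 0.368 ± 0.597 CPM in controls, a log2 fold change of 8.98 (SE 1.71, adjusted p = 0.00451). Control library 37 lay apart from the other controls for ZBTB16. ALOX15B had 2 reads in the 4 controls together and 1162 with FP, a ratio of reads per counted read of 524 (exact 95% counting interval 145 to 4330). ALDH1L1, with 6 reads in controls, all in library 37, was not called (log2 fold change 8.99 (SE 2.62, adjusted p = 0.0923)), and its value without FP library 38 was 3.69. ALDH1L1 was called with the replicate block (8.90, SE 0.77).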

Amongst the genes increased by FP, include those commonly associated (DUSP1, FKBP5, KLF15, PER1, TSC22D3) and not as commonly associated (ALDH1L1, ALOX15B, ZBTB16) with glucocorticoid receptor activity and anti-inflammatory mechanisms in ASM (Table 1). Interestingly, FP alone significantly reduced several pro-inflammatory genes related to ASM and asthma, including IL-6, MMP1, PTGS2, and TNFSF15 (Table 1). 

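Of IL6, MMP1, PTGS2 and TNFSF15, MMP1 alone was called in FP against control, with a log2 fold change of -3.88 (SE 0.88, adjusted p = 0.0196) by edgeR. The call of MMP1 was lost without FP library 2, 14 or 38 (log2 fold changes of -3.81 to -3.69) and without the filter on low counts (-3.88). PTGS2 had a log2 fold change of -4.10 (SE 1.48, adjusted p = 0.199). PTGS2 was called by DESeq2 (-4.04) and with the replicate block (-2.95, SE 0.76). For IL6 it was -2.25 (SE 1.34, adjusted p = 0.558) and for TNFSF15 -3.38 (SE 1.36, adjusted p = 0.28). Both were lower with FP in each of the 4 runs, and no setting tried called either. Without control library 13 the value of IL6 was 0.14.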

Enriched KEGG and Reactome terms include cytokine-cytokine receptor interaction, circadian rhythm, IL-4 and IL-13 signaling, and extracellular matrix organization (Fig. 3B). These data show that corticosteroids modulate anti- and pro-inflammatory gene expression in the absence of cytokine stimulation.

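The genes behind each term were taken from the paper's enrichment sheets. They are the paper's own called genes in these samples, so their counts are not independent evidence, and enrichment was not tested again. Of the 20 genes under cytokine-cytokine receptor interaction, 18 had a negative log2 fold change with FP (median -2.22). Of the 20, 1 was called by edgeR (LIF, lower) and 18 with the replicate block, 16 lower and 2 higher. All 6 genes under circadian rhythm were called, PER1 and PRKAG2 higher and BHLHE40, NR1D1, PER2 and PER3 lower. Of 12 genes under IL-4 and IL-13 signaling, CEBPD, FOXO1, MAOA and PIK3R1 were called higher and LIF, MMP1 and VCAM1 lower. Under extracellular matrix organization, 5 of 25 were called higher (ADAMTS1, ADAMTS2, COL28A1, COL4A3 and NID1) and 6 lower, and 10 and 12 with the block. The genes named here were chosen after their values were seen.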

**Fig. 3:**
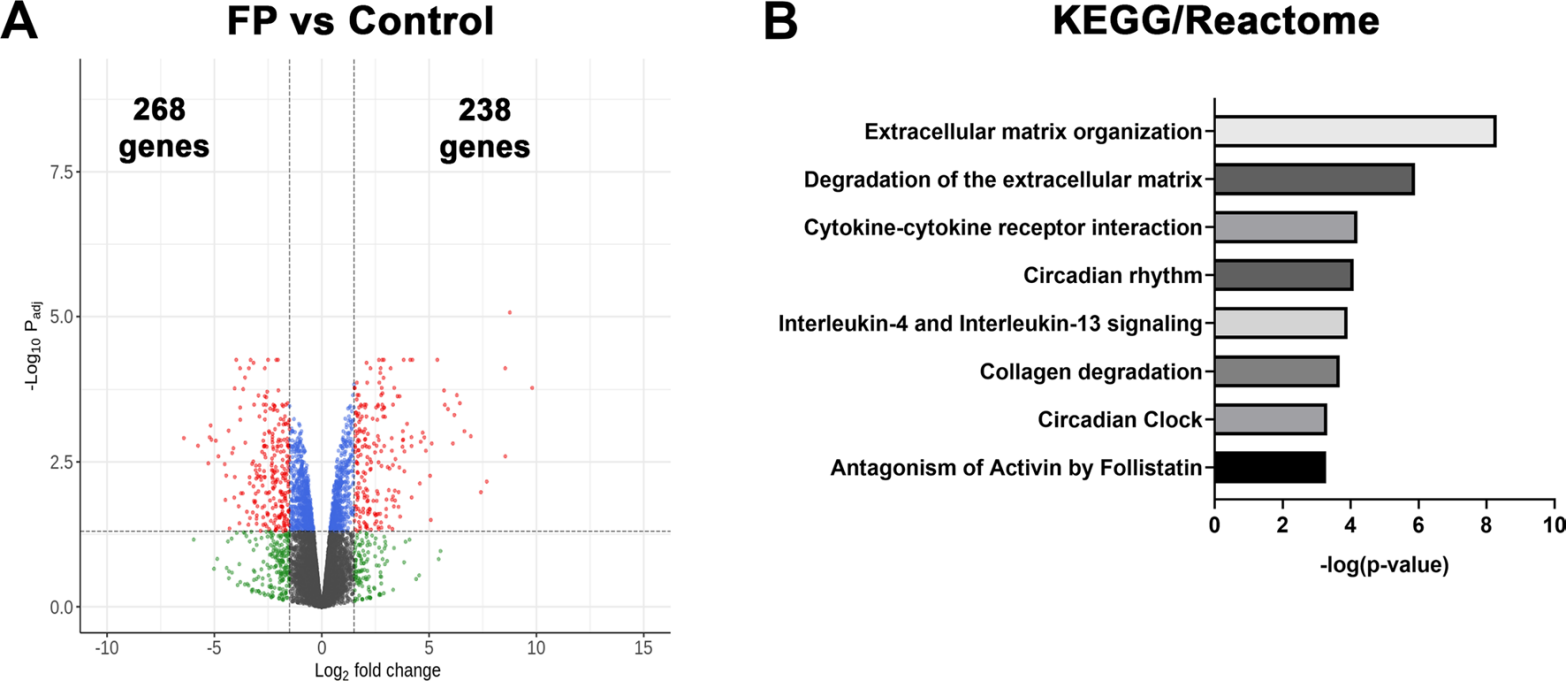
Differential gene expression and pathway analysis in response to fluticasone propionate (FP) alone. **A** Volcano plot for differentially expressed genes in FP vs. control. The total number of significantly up-regulated and down-regulated genes are stated. Volcano plots are represented by plotting -log_10_ (adjusted p value) and log_2_ fold change **B** Top 10 KEGG and Reactome terms. Enrichment is represented by plotting -log_10_ (adjusted p value)

**Table 1:** Gene expression of notable corticosteroid sensitive genes

Gene symbol	Gene Name	FP		TNFα		FP + TNFα		IFNγ		FP + IFNγ		TNFα/IFNγ		FP + TNFα/IFNγ	
		Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR
ALDH1L1	aldehyde dehydrogenase 1 family member L1	8.76	0.0000	-1.53	0.6620	2.02	0.2446	2.35	0.3112	7.14	0.0000	− 3.74	0.2402	1.20	0.4478
ALOX15B	arachidonate 15-lipoxygenase type B	8.55	0.0000	1.89	0.4977	8.02	0.0016	3.82	0.1974	7.37	0.0001	7.31	0.0006	11.37	0.0000
FKBP5	FKBP prolyl isomerase 5	5.70	0.0002	0.004	0.9944	4.73	0.0014	2.52	0.0387	6.23	0.0001	2.12	0.0020	3.65	0.0000
IL6	interleukin 6	− 2.54	0.0042	6.39	0.0007	4.02	0.0062	1.84	0.0573	− 1.46	0.0314	4.67	0.0006	1.69	0.0752
KLF15	Kruppel like factor 15	3.76	0.0017	− 1.43	0.0165	2.17	0.045	− 0.40	0.5341	2.58	0.0014	− 3.96	0.0021	− 3.96	0.0021
MMP1	matrix metallopeptidase 1	− 4.06	0.0002	3.58	0.0185	− 2.46	0.0148	− 0.29	0.7233	− 2.87	0.0003	4.24	0.0000	− 0.63	0.3018
PER1	period circadian regulator 1	2.83	0.0002	0.76	0.0689	2.49	0.0075	0.25	0.3944	2.46	0.0006	0.8007	0.0308	2.65	0.0005
PTGS2	prostaglandin-endoperoxide synthase 2	− 2.73	0.0285	3.19	0.0025	− 1.50	0.2433	1.78	0.0004	-0.52	0.4137	5.22	0.0002	1.92	0.0044
TNFSF15	TNF superfamily member 15	− 2.90	0.0036	5.19	0.0149	1.39	0.290	0.25	0.8182	-2.20	0.1297	5.56	0.0008	2.3002	0.0327
ZBTB16	zinc finger and BTB domain containing 16	9.80	0.0002	− 0.68	0.6542	9.54	0.0032	2.29	0.5185	9.39	0.0000	0.04	0.9606	9.01	0.0002

Compared to controls, TNFα significantly regulated 1,076 genes, with 680 up-regulated and 396 down-regulated (Fig. 4A). 

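TNFα raised 599 genes and lowered 278 by edgeR. With the replicate block, 838 were higher and 598 lower. Without control library 37, the number of lowered genes was 143. At an adjusted p under 0.05 without the fold limit, 1629 genes were higher and 918 lower. Library totals in place of TMM moved the share of raised genes among those called from 68.3% to 58.6%.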

Expression of several pro-inflammatory genes, where CCL5, CR1L, CXCL8, and TNFRSF9 were among the most increased by TNFα, while COL26A1, KRT4, PTGDR2 and Wnt11 were among the most reduced. 

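CCL5 (ENSG00000271503, chromosome 17, 35871491–35880793) was at 269 ± 253 CPM (SD, n = 4) with TNFα and at 0.384 ± 0.469 CPM in controls, where library 13 lay apart from the others. Its log2 fold change was 9.29 (SE 1.40, adjusted p = 6.50e-05) by edgeR, and between 8.49 and 10.76 with each library left out in turn. TNFRSF9 rose by 9.09 (SE 1.69, adjusted p = 8.63e-04). CXCL8 rose by 6.08 (SE 1.92, adjusted p = 0.0328) in all 4 runs. The call of CXCL8 was lost without control library 1, 25 or 37 or TNFα library 3 or 15 (log2 fold changes of 5.67 to 5.80), without the filter on low counts (6.05), in a fit of all 48 libraries (6.07) and in a fit of the groups compared alone (6.09). CR1L had no reads in the controls and 172 with TNFα, at least 63.6-fold higher in mean CPM against a floor of 3 reads over the 4 controls. Among the lowered genes, COL26A1 had 3 reads with TNFα and 154 in controls, 55.6 times as many per counted read (exact 95% counting interval 18.7 to 273). WNT11 had a log2 fold change of -4.86 (SE 1.05, adjusted p = 0.00264), PTGDR2 of -3.89 (SE 0.96, adjusted p = 0.00707) and KRT4 of -5.57 (SE 1.62, adjusted p = 0.0256). The call of KRT4 was lost without control library 1 or TNFα library 15, 27 or 39 (log2 fold changes of -5.32 to -4.07) and without the filter on low counts (-5.54).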

Several KEGG and Reactome terms related to the immune system, TNFα and interferon signaling, and virus infection were significantly enriched pathways. 

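Of the 38 genes the paper lists under TNF signaling for TNFα against control, 36 had a positive log2 fold change (median 3.14) and 28 were called, all higher but MAP2K6. Under interferon signaling, 46 of 51 listed genes with values were called, all higher, with a median of 2.95. For influenza A, 31 of 34 were called, all higher, with a median of 3.96.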

We also found enriched transcription factor motifs (p50, IRFs, NFκB, RelA, c-Rel) associated with pro-inflammatory signaling induced by TNFα (Fig. 4D and E). 

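With FP added to TNFα, 96 genes were lower and 68 higher than with TNFα alone. The replicate block gave 361 lower and 229 higher. With library totals in place of TMM, 79 were lower and 80 higher. This comparison holds the library labelled FP + TNFα 40. With the near-identical pair left out, 160 genes were lower and 83 higher. The number of lowered genes was 48 without TNFα library 15, 47 without FP + TNFα library 4, 47 without FP + TNFα library 16, 49 without FP + TNFα library 28 and 153 without FP + TNFα library 40. CCL5 fell from the TNFα level to 5.49 ± 3.93 CPM (SD, n = 4), a log2 fold change of -5.61 (SE 1.17, adjusted p = 0.00955) by edgeR and -5.34 without the pair. The call of CCL5 was lost in a fit of the groups compared alone (-5.60). MMP1 fell by 6.50 (SE 0.99, adjusted p = 7.20e-04), in all 4 runs. The call of MMP1 was lost in a fit of the groups compared alone (-6.48). IL6 had a log2 fold change of -2.47 (SE 1.30, adjusted p = 0.381). IL6 was called with the replicate block (-2.41, SE 0.70) and by limma-voom with the block as a random effect (-2.33). For PTGS2 the value was -4.96 (SE 1.49, adjusted p = 0.0806). PTGS2 was called by DESeq2 (-4.96), with the replicate block (-4.31, SE 0.72), by limma-voom with the block as a random effect (-4.48) and with the block and without that pair (-5.62).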

Compared to TNFα alone, cells treated with FP + TNFα treatment significantly reduced expression of 163 genes induced by TNFα, including CCL5, IL6, MMP1, and PTGS2 (Fig. 4B and C; Table 1). We also observed that FP reduced enrichment in multiple pathways and transcription factors, including interferon signaling, immune system, influenza A, IRF2, and IRF8 (Fig. 4D and E).

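Among the paper's 51 interferon signaling genes with values, 47 were lower with FP + TNFα than with TNFα (median log2 fold change -1.24), and 14 were called, 22 with the replicate block. All 34 influenza A genes were lower (median -1.45), of which 10 were called. Under TNF signaling, 29 of 38 were lower (median -0.70), with 5 called, all lower (CCL5, MMP3, MMP9, NOD2 and TNF), and 10 with the block. The names were chosen after the values were seen. The FP + TNFα group in these values includes library 40 of the near-identical pair.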

**Fig. 4:**
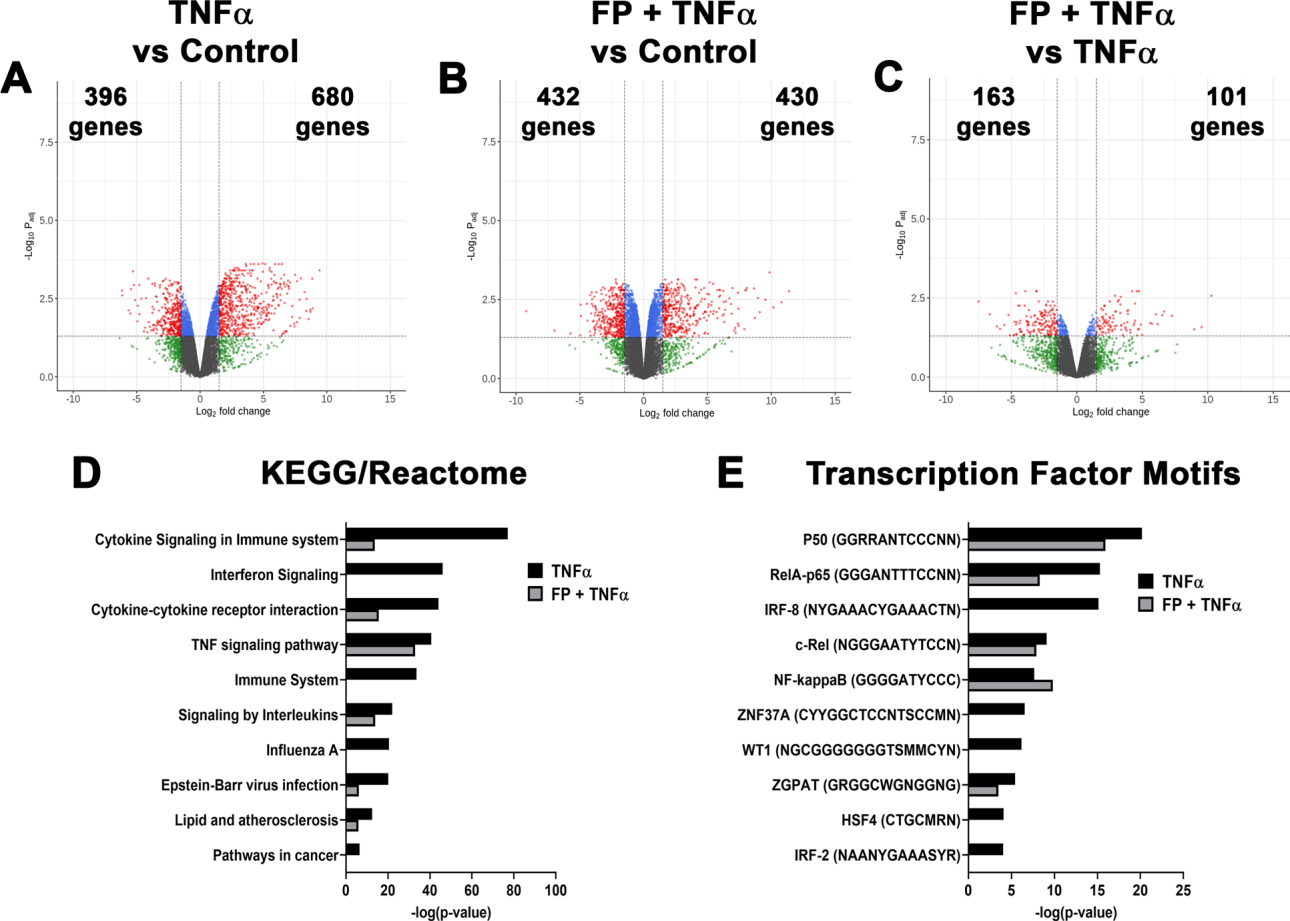
Differential gene expression and pathway analysis in response to TNFα and fluticasone propionate (FP). Volcano plots for differentially expressed genes in **A** TNFα vs. control, **B** FP + TNFα vs. control, and **C** FP + TNFα vs. TNFα are displayed. Volcano plots are represented by plotting -log_10_ (adjusted p value) and log_2_ fold change. The total number of significantly up-regulated and down-regulated genes are stated. Top 10 **D** KEGG and Reactome terms and **E** enriched transcription factor motifs. Enrichment is represented by plotting -log_10_ (adjusted p value)

ASM exposed to IFNγ had 543 differentially expressed genes, with 419 up-regulated and 124 down-regulated (Fig. 5A). 

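IFNγ raised 307 genes and lowered 9 by edgeR, and 458 and 124 with the replicate block. DESeq2 called 353 higher and 36 lower. The group holds the library labelled IFNγ 41. Without the near-identical pair, 323 genes were higher and 24 lower. The number of lowered genes was 18 without IFNγ library 5, 5 without IFNγ library 17 and 22 without IFNγ library 41. The 5 lowered without library 17, named after the values were seen, were ASIC1, CACNA1G, LINC01182, MIAT and NT5DC2.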

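HLA-DRA had no reads in the 4 controls and 7306 with IFNγ, at least 2312-fold higher in mean CPM against a floor of 3 reads over the controls. HLA-DOA was at least 635-fold higher in mean CPM on the same terms. HLA-DRA was called by edgeR but not by limma-voom with the block as a random effect. The call of HLA-DOA was lost without any 1 control library, without IFNγ library 17, 29 or 41, and without the filter on low counts. CXCL11 had a log2 fold change of 6.68 (SE 1.20, adjusted p = 7.39e-04), CX3CL1 of 6.58 (SE 1.41, adjusted p = 0.00455) and CCL13 of 4.82 (SE 1.01, adjusted p = 0.00379) by edgeR. Limma-voom with the block as a random effect called none of these 3 (log2 fold changes 5.70, 5.94 and 4.64), and a fit of the groups compared alone did not call CX3CL1 (6.56). CSF1 rose by 2.34 (SE 0.41, adjusted p = 5.28e-04). The call of CSF1 was lost in a fit of the groups compared alone (2.33). ICAM1 rose by 4.05 (SE 0.52, adjusted p = 1.13e-05) and was at 391 ± 151 CPM (SD, n = 4). Leaving out the near-identical pair gave log2 fold changes of 6.92 for CXCL11, 6.78 for CX3CL1, 5.07 for CCL13, 2.16 for CSF1 and 3.90 for ICAM1.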

Among the genes most increased by IFNγ are those involved in antigen presentation (HLA-DRA, HLA-DOA), pro-inflammatory cytokines (CCL13, CXCL11, CX3CL1, CSF1), and adhesion molecules (ICAM1). Enriched KEGG and Reactome terms include genes involved in IFN signaling, viral infection, and adaptive immunity (Fig. 5D), while there were several enriched transcription factor motifs, including Stat2, IRFs, and RelA. 

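All 35 genes listed by the paper under IFNγ signaling were higher with IFNγ than in controls, and 30 were called. Under adaptive immune system, 46 of 59 were called, all higher, with a median log2 fold change of 2.48. Of the 32 influenza A genes with values, 27 were called.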

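FP + IFNγ differed from IFNγ in 15 higher and 9 lower genes by edgeR. With the replicate block, 86 were higher and 135 lower. DESeq2 called 39 and 43. A fit of these 8 libraries alone called none, with 1174 genes at an unadjusted p under 0.05. The comparison rests on the library labelled IFNγ 41, whose counts nearly equal those of a library labelled FP + TNFα. Without that pair, 40 genes were higher and 16 lower, and 124 and 157 with the block. The number of raised genes was 7 without IFNγ library 5, 9 without IFNγ library 17, 7 without IFNγ library 29 and 40 without IFNγ library 41. The number of lowered genes was 4 without IFNγ library 5, 4 without IFNγ library 17, 3 without IFNγ library 29, 2 without FP + IFNγ library 6 and 1 without FP + IFNγ library 42. In that order they were PER3 with CIART, LUCAT1 and TEF, with ENSG00000251537, SOX4 and TEF, with ENSG00000251537 and SOX4, with TEF, and PER3 alone, all named after their values were seen. The paper states that FP did not significantly change most genes modulated by IFNγ.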

Interestingly, most genes modulated by IFNγ were not significantly changed by FP (Fig. 5B and C). Among the pro-inflammatory genes that were significantly reduced were PTGS2, VCAM1, and TNFSF18 (Table 1). 

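None of PTGS2, TNFSF18 and VCAM1 was called in FP + IFNγ against IFNγ by edgeR. PTGS2 had a log2 fold change of -3.58 (SE 1.39, adjusted p = 0.464) and TNFSF18 of -3.28 (SE 0.95, adjusted p = 0.186), both lower in all 4 runs. PTGS2 was called with the replicate block (-2.64, SE 0.67) and with the block and without that pair (-2.90). TNFSF18 was called without FP + IFNγ library 30 (log2 fold change -5.33), by DESeq2 (-3.27), with the replicate block (-3.35, SE 0.50) and with the block and without that pair (-3.25). VCAM1 had a log2 fold change of -1.47 (SE 0.79, adjusted p = 0.779) and -1.53 (SE 0.67) with the block, and no setting tried called it. Without the near-identical pair, which takes out the library labelled IFNγ 41, the values were -3.96 for PTGS2, -3.28 for TNFSF18 and -1.67 for VCAM1.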

FP reduced enrichment of some KEGG and Reactome terms, IFNγ signaling and Adaptive Immune System, and several transcription factor motifs related to interferon signaling (IRF1, IRF2, IRF8, HELIOS) (Fig. 5D and E).

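Of the 35 IFNγ signaling genes listed, 25 were lower with FP + IFNγ than with IFNγ, with log2 fold changes between -1.47 and 0.48 and a median of -0.10. Under adaptive immune system, 39 of 59 were lower, with a median of -0.20. edgeR called none of the genes in either list, and with the replicate block 1 gene under adaptive immune system, FYB1, named after its value was seen, was called higher with FP. The library labelled IFNγ 41 is part of the IFNγ group in these values.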

**Fig. 5:**
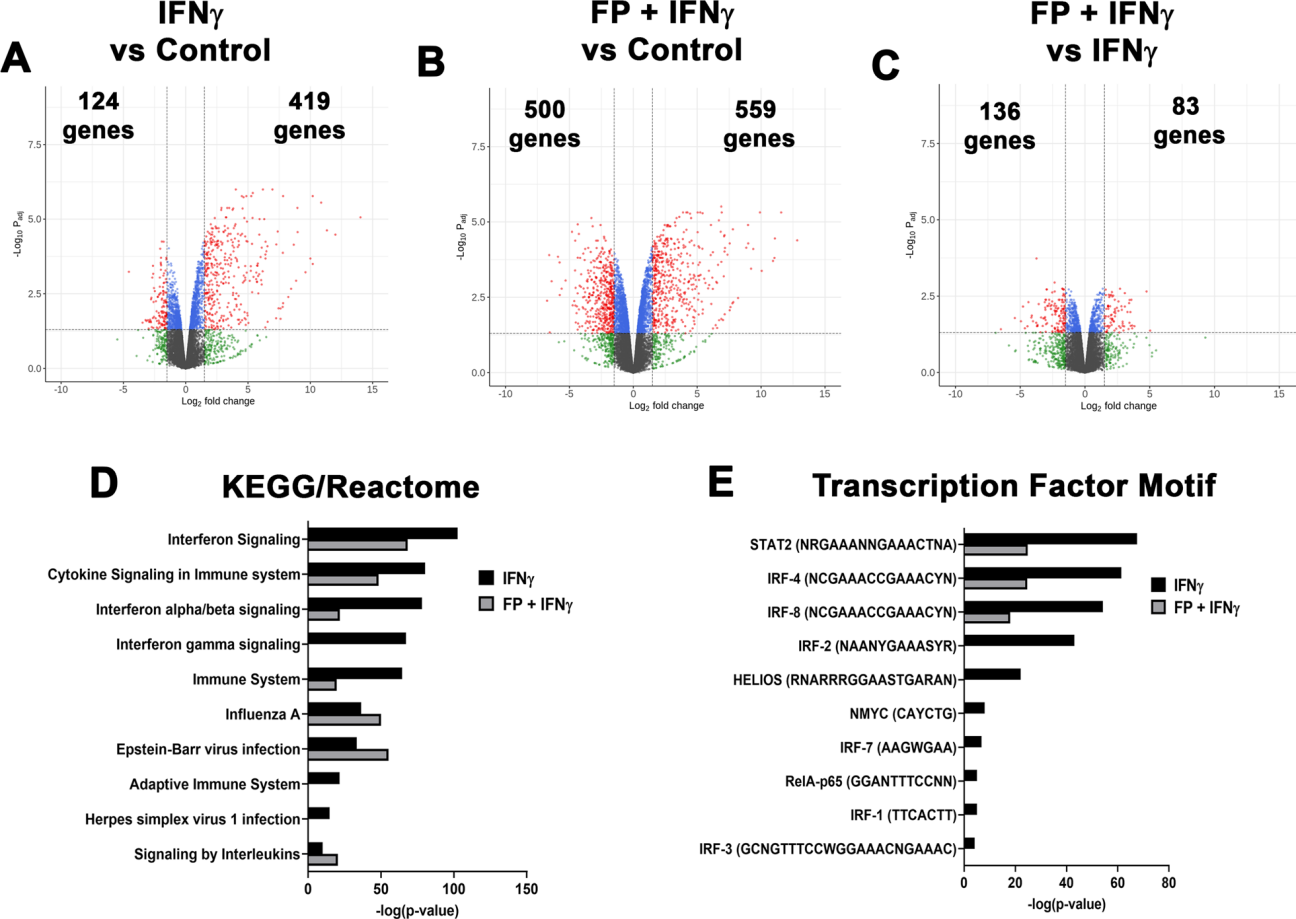
Differential gene expression and pathway analysis in response to IFNγ and fluticasone propionate (FP). Volcano plots for differentially expressed genes in **A** IFNγ vs. control, **B** FP + IFNγ vs. control, and **C** FP + IFNγ vs. IFNγ are displayed. The total number of significantly up-regulated and down-regulated genes are stated. Volcano plots are represented by plotting -log_10_ (adjusted p value) and log_2_ fold change. Top 10 **D** KEGG and Reactome terms and **E** enriched transcription factor motifs. Enrichment is represented by plotting -log_10_ (adjusted p value)

### Combined TNFα/IFNγ exposure augments gene expression in pediatric ASM

Combined exposure to TNFα and IFNγ significantly increased the expression of 1951 and decreased 2116 genes, showing a unique expression profile in ASM treated with TNFα/IFNγ (Fig. 6A). 

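TNFα/IFNγ raised 1850 genes and lowered 2004 against control by edgeR. RLE normalization, DESeq2, a prior count of 2, the replicate block and each library left out in turn all kept both counts within 1.5 times. Library totals as the only scaling gave 1239 higher and 3434 lower. That scaling moved the median log2 fold change of all genes tested from -0.09 to -0.60. Of the called genes, 48.0% were higher with TMM and 26.5% with library totals.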

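CXCL9 (ENSG00000138755, chromosome 4, 76001275–76007509) was at 27509 ± 4668 CPM (SD, n = 4) with TNFα/IFNγ and at 1.94 ± 0.153 CPM in controls, a log2 fold change of 13.79 (SE 1.63, adjusted p = 1.50e-07) by edgeR. CXCL10 rose by 13.61 (SE 1.81, adjusted p = 8.34e-07) and CXCL11 by 13.26 (SE 1.51, adjusted p = 8.64e-08). IRF1 rose by 6.71 (SE 0.56, adjusted p = 4.08e-10) and TRAF1 by 5.45 (SE 0.54, adjusted p = 7.72e-09). For IRF8 the log2 fold change was 10.22 (SE 1.73, adjusted p = 2.42e-05), and without control library 37, which held all IRF8 reads of the controls, IRF8 was at least 2186-fold higher in mean CPM against a floor of 3 reads over the group. Every TNFα/IFNγ library lay above every control for these 6 genes (exact two-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow).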

Several pro-inflammatory mediators (CXCL9, CXCL10, CXCL11) and genes related to TNF- and IFN-signaling pathways (IRF1, IRF8, TRAF1) were significantly increased. We also noted an increase in the expression of Ca^2+^ regulatory proteins, including CD38 and Orai1. 

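CD38 was at 424 ± 202 CPM (SD, n = 4) with TNFα/IFNγ and at 0.275 ± 0.322 CPM in controls, and its log2 fold change was 10.40 (SE 1.59, adjusted p = 6.26e-06) by edgeR. ORAI1 was at 73.2 ± 10.3 CPM with TNFα/IFNγ and at 13.6 ± 4.27 CPM in controls, with a log2 fold change of 2.42 (SE 0.26, adjusted p = 2.68e-08). TNFα/IFNγ library 7 lay apart from the other three for ORAI1, and without it the value was 2.31.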

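ORAI1 had a log2 fold change of 0.95 (SE 0.25, adjusted p = 0.0111) with TNFα alone, which passed the adjusted p but not the fold limit, and was higher in all 4 runs. With IFNγ alone the value was 0.13 (SE 0.25, adjusted p = 0.918). The TNFα by IFNγ interaction is the part of the combined log2 fold change above the sum of the single ones. A sum of log2 values is a product of fold changes, so a gene without interaction can still lie far above either cytokine alone. For ORAI1 the interaction was 1.35 (SE 0.35, adjusted p = 0.0229) by edgeR. The interaction was not called without control library 13 or 37, IFNγ library 5 or 29 or TNFα/IFNγ library 7 (log2 fold changes of 1.22 to 1.24), with library totals as the only scaling (1.02) and in a fit of the groups compared alone (1.33).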

Notably, Orai1 was only increased by combined exposure to TNFα/IFNγ (Table 2). Among the genes significantly reduced by TNFα/IFNγ were CAMK2B, CYSLTR1, PDE1A, and WNT11. 

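PDE1A had a log2 fold change of -6.09 (SE 1.04, adjusted p = 2.66e-05) and WNT11 of -6.01 (SE 1.14, adjusted p = 9.39e-05) with TNFα/IFNγ by edgeR. CAMK2B had 1 read in the 4 TNFα/IFNγ libraries together and 99 in controls, 115 times as many per counted read (exact 95% counting interval 20.2 to 4595). CYSLTR1 had no reads with TNFα/IFNγ and 30 in controls, at least 11.7-fold lower in mean CPM against a floor of 3 reads over the group. Its call was lost without control library 37.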

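TNFα/IFNγ differed from TNFα alone in 931 higher and 839 lower genes, and from IFNγ alone in 1098 higher and 1118 lower genes by edgeR. Leaving out the near-identical pair takes 1 library from the IFNγ group: 1136 were higher and 1044 lower than with IFNγ. Library totals as the only scaling moved the share of higher genes among those called from 52.6% to 27.9% against TNFα and from 49.5% to 23.2% against IFNγ.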

The differential analysis also revealed augmentation of gene expression in cells treated with TNFα and IFNγ compared to either cytokine alone (Fig. 6B and C). The expression of CCL5, CCL8, CXCL9, and IRF8 was augmented by TNFα/IFNγ (Table 2). 

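Against TNFα alone, the log2 fold changes by edgeR were 3.56 (SE 1.05, adjusted p = 0.0112) for CCL5, 8.04 (SE 1.56, adjusted p = 3.03e-04) for CCL8, 11.32 (SE 1.50, adjusted p = 2.74e-06) for CXCL9 and 8.96 (SE 1.61, adjusted p = 1.27e-04) for IRF8. Against IFNγ alone they were 10.15 (SE 1.42), 4.66 (SE 1.31), 7.09 (SE 1.27) and 4.79 (SE 1.26), all called. The 4 values against IFNγ without the near-identical pair were 10.03, 4.26, 6.82 and 5.61. CCL8 moved most between libraries: it was 11.75 without TNFα library 15 and 7.66 without IFNγ library 17. On the log2 scale, the interaction was 0.85 (SE 1.50, adjusted p = 0.831) for CCL5, 1.88 (SE 2.13, adjusted p = 0.707) for CCL8 and 3.53 (SE 2.58, adjusted p = 0.501) for IRF8. For CXCL9 the interaction was 4.62 (SE 1.47, adjusted p = 0.0629). It was called without TNFα library 15 or IFNγ library 17 (log2 fold changes of 5.28 to 6.63), by DESeq2 (4.65), with library totals as the only scaling (4.42), with the replicate block (5.84, SE 1.42), by limma-voom with the block as a random effect (6.32), without the near-identical pair (4.36) and with the block and without that pair (5.57).

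**Figure D1:**
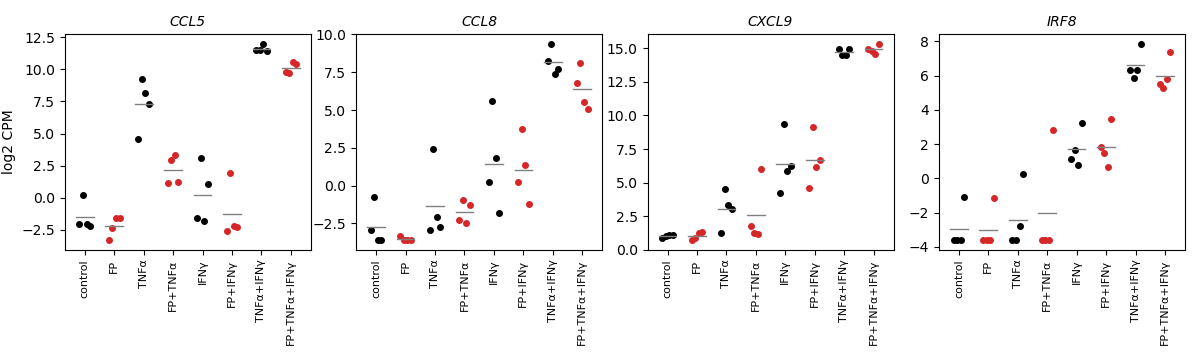
Log2 CPM of CCL5, CCL8, CXCL9 and IRF8 in each library (points, in order of library number) by treatment group, with the group mean as a grey line and groups with FP in red. In every panel the 8 libraries of TNFα/IFNγ and FP + TNFα/IFNγ lie above the 4 controls.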

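FP + TNFα/IFNγ differed from TNFα/IFNγ in 51 higher and 34 lower genes by edgeR, and in 139 and 195 with the replicate block. DESeq2 called 76 higher and 69 lower. The number of raised genes was 32 without TNFα/IFNγ library 7, 22 without TNFα/IFNγ library 43 and 30 without FP + TNFα/IFNγ library 20. The number of lowered genes was 22 without TNFα/IFNγ library 7, 21 without TNFα/IFNγ library 43, 14 without FP + TNFα/IFNγ library 8, 9 without FP + TNFα/IFNγ library 20 and 16 without FP + TNFα/IFNγ library 32. PER1 rose by 1.87 (SE 0.36, adjusted p = 0.00807), and between 1.77 and 1.92 with each library left out in turn. ZBTB16 rose by 8.62 (SE 1.72, adjusted p = 0.00982). The FP effect with TNFα/IFNγ minus the FP effect alone was -0.84 (SE 0.50, adjusted p = 0.85) for PER1 and -0.36 (SE 2.19, adjusted p = 1) for ZBTB16, and neither was called.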

We found 440 genes that remained sensitive to FP in TNFα/IFNγ treated cells (Fig. 6D and E), including genes increased by FP alone (PER1, ZBTB16). Conversely, we did observe that FP-induced KLF15 expression by FP was blunted by TNFα/IFNγ (Table 1). 

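KLF15 was at 71.5 ± 40.8 CPM (SD, n = 4) with FP, at 0.359 ± 0.245 CPM with TNFα/IFNγ and at 5.85 ± 3.92 CPM with FP + TNFα/IFNγ. FP raised it in the presence of TNFα/IFNγ by a log2 fold change of 4.05 (SE 1.02, adjusted p = 0.0451) by edgeR, in all 4 runs. The call of KLF15 was lost without TNFα/IFNγ library 7, 19, 31 or 43 or FP + TNFα/IFNγ library 8, 20, 32 or 44 (log2 fold changes of 3.50 to 4.54), without the filter on low counts (4.06) and by limma-voom with the block as a random effect (4.19). The FP effect with TNFα/IFNγ minus the FP effect alone was 0.54 (SE 1.25, adjusted p = 1), and between -0.01 and 1.03 with each library left out in turn.

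**Figure D2:**
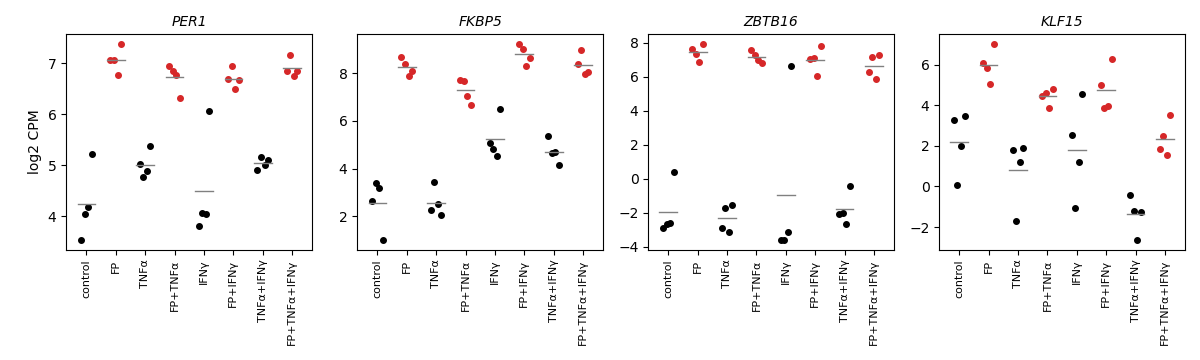
Log2 CPM of PER1, FKBP5, ZBTB16 and KLF15 in each library (points, in order of library number) by treatment group, with the group mean as a grey line and groups with FP in red. In each panel the 4 FP + TNFα/IFNγ libraries lie above the 4 TNFα/IFNγ libraries, and KLF15 starts from a lower level with TNFα/IFNγ than in controls. Among the IFNγ points, library 41 of the near-identical pair is the highest in each panel.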

Pro-inflammatory genes that remained sensitive to FP during TNFα/IFNγ treatment were IL6, MMP1, PTGS2, and TNFSF15 (Table 1), while many augmented genes remained insensitive to FP (Table 2).

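MMP1 had a log2 fold change of -4.54 (SE 0.90, adjusted p = 0.00966) in FP + TNFα/IFNγ against TNFα/IFNγ by edgeR. The call of MMP1 was lost without FP + TNFα/IFNγ library 20 (log2 fold change -4.36). IL6, PTGS2 and TNFSF15 were not called in this fit, with log2 fold changes of -3.32 (SE 1.36, adjusted p = 0.308), -3.18 (SE 1.36, adjusted p = 0.343) and -3.89 (SE 1.16, adjusted p = 0.111), and were lower in all 4 runs. IL6 was called with the replicate block (-2.95, SE 0.72) and by limma-voom with the block as a random effect (-3.03). PTGS2 was called with the replicate block (-3.22, SE 0.65) and by limma-voom with the block as a random effect (-3.33). TNFSF15 was called by DESeq2 (-3.90), with the replicate block (-3.41, SE 0.77) and by limma-voom with the block as a random effect (-3.25). Among the genes augmented by TNFα/IFNγ, the log2 fold change with FP was 0.20 (SE 0.97) for CXCL9, -0.11 (SE 1.08) for CXCL10, 0.01 (SE 0.91) for CXCL11, -0.54 (SE 1.07) for IRF8 and -1.48 (SE 0.97) for CCL5. No setting tried called any of these 5. CCL8 had a value of -1.52 (SE 1.15). CCL8 was called with the replicate block (-1.90, SE 0.55) and by limma-voom with the block as a random effect (-1.81).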

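The FP effect with TNFα/IFNγ minus that with TNFα was 4.13 (SE 1.41) for CCL5, -0.85 (SE 1.76) for IL6, 1.96 (SE 1.11) for MMP1 and 1.78 (SE 1.80) for PTGS2. No gene was called in this difference by edgeR, with 688 at an unadjusted p under 0.05. DESeq2 called 12, limma-voom with the block as a random effect 11, and edgeR with the replicate block 26. FAM162A, named after its value was seen, was called without TNFα/IFNγ library 7 and without FP + TNFα library 4. With the near-identical pair left out, edgeR called no gene without the block (768 at that p) and 112 with it.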

**Fig. 6:**
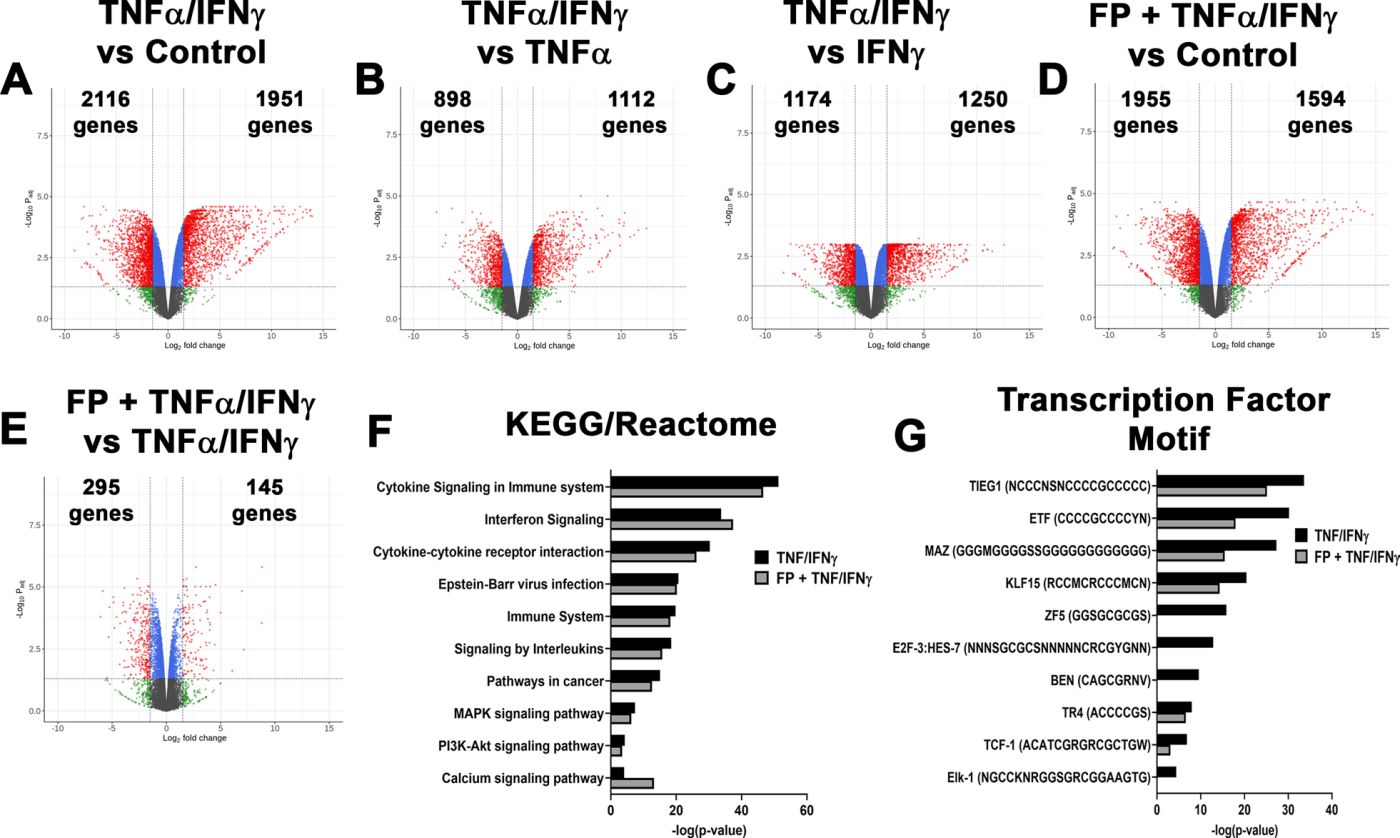
Differential gene expression and pathway analysis in response to TNFα/IFNγ and fluticasone propionate (FP). Volcano plot for differentially expressed genes in **A** TNFα/IFNγ vs. control, **B** TNFα/IFNγ vs. TNFα, **C** TNFα/IFNγ vs. IFNγ, **D** FP + TNFα/IFNγ vs. control, **E** FP + TNFα/IFNγ vs. TNFα/IFNγ are displayed. The total number of significantly up-regulated and down-regulated genes are stated. Volcano plots are represented by plotting -log_10_ (adjusted p value) and log_2_ fold change. Top 10 **F** KEGG and Reactome terms and **G** enriched transcription factor motifs. Enrichment is represented by plotting -log_10_ (adjusted p value)

**Table 2:** Gene Expression of Notable Corticosteroid Insensitive Genes

Gene symbol	Gene Name	FP		TNFα		FP + TNFα		IFNγ		FP + IFNγ		TNFα/IFNγ		FP + TNFα/IFNγ	
		Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR	Log_2_ Fold Change	FDR
CCL5	C–C motif chemokine ligand 5	− 1.01	0.5441	9.41	0.0003	4.0	0.0056	2.25	0.0484	0.54	0.5766	13.41	0.0000	11.86	0.0001
CCL8	C–C motif chemokine ligand 8	− 3.04	0.3309	2.97	0.0495	1.24	0.4297	6.40	0.0002	5.16	0.0006	11.68	0.0000	10.04	0.0000
CD38	CD38 molecule	0.32	0.835	5.37	0.0013	3.93	0.0100	5.91	0.0000	5.09	0.0002	10.92	0.0001	10.95	0.0001
CXCL10	C-X-C motif chemokine ligand 10	− 0.14	0.9090	6.63	0.0005	2.95	0.0243	5.74	0.0004	4.23	0.0126	13.69	0.0000	13.5	0.0000
CXCL11	C-X-C motif chemokine ligand 11	− 0.23	0.8111	5.61	0.0007	2.23	0.1134	5.79	0.0003	6.84	0.0000	13.33	0.0000	13.351	0.0000
CXCL9	C-X-C motif chemokine ligand 9	0.03	0.9683	2.10	0.0292	1.34	0.3096	5.34	0.0028	5.65	0.0011	13.77	0.0000	5.65	0.0000
IRF8	interferon regulatory factor 8	− 0.08	0.9876	1.63	0.3988	3.85	0.0466	6.05	0.0011	6.18	0.0007	10.77	0.0000	10.16	0.0001
ISG15	ISG15 ubiquitin like modifier	− 0.99	0.2039	3.94	0.0020	0.84	0.4926	3.64	0.0003	3.70	0.0025	5.69	0.0003	5.36	0.0011
Orai1	ORAI calcium release-activated calcium modulator 1	− 0.13	0.6608	0.97	0.0660	0.61	0.0508	0.14	0.5912	-0.14	0.6397	2.47	0.0004	1.92	0.0008
VCAM1	vascular cell adhesion molecule 1	−3.56	0.0015	6.31	0.0011	3.38	0.0374	2.56	0.0000	0.95	0.0114	8.22	0.0003	7.55	0.0006

Although enrichment analysis was similar to the individual cytokine treatments, MAPK, PI3K-Akt, and Calcium signaling were additional KEGG and Reactome terms significantly enriched by TNFα/IFNγ (Fig. 6F). Conversely, the top transcription factor motifs enriched in TNFα/IFNγ treated ASM were different from individual cytokine treatments. 

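The paper's sheet prints part of its longer gene lists, and only printed genes were used. Of 63 printed MAPK signaling genes with values, 43 were called higher and 9 lower with TNFα/IFNγ. Among 67 PI3K-Akt signaling genes, 33 were called higher and 17 lower. Under calcium signaling, 30 of 63 were called higher and 25 lower, and log2 fold changes ran from -6.09 to 10.73. The paper's sheet for TNFα against control also lists 30 calcium signaling genes, of which 15 were called here with TNFα, 27 with the replicate block.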

Our analysis showed motif enrichment in TIEG1, ETF, MAZ, and KLF15 (Fig. 6G). At the same time, the motifs associated with TNFα- and IFNγ-mediated signaling were also significantly enriched (See Additional file 2: Profiler file). Most of the top enriched KEGG, and Reactome terms remained unaffected by FP treatment, while FP did reduce enrichment for ZF5, E2F, and BEN motifs (Fig. 6F and G).

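Between FP + TNFα/IFNγ and TNFα/IFNγ, edgeR called 1 of the 63 MAPK signaling genes, TNF, and none of the PI3K-Akt, calcium or interferon signaling genes listed. With the replicate block the calls were 8 for MAPK, 7 for PI3K-Akt, 3 for calcium (GRIN1, P2RX2 and PTAFR) and 1 for interferon signaling (PTAFR). These genes were named after their values were seen. The median log2 fold changes were -0.46, -0.19, -0.34 and -0.28. Of 67 interferon signaling genes, 58 were lower with FP.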

### Differential co-expression and network interactions associated with TNFα and IFNγ signaling

To further understand biological relationships within our data, we performed co-expression analysis on our differential expression data set using CEMi Tool [32]. Gene set enrichment analysis identified five modules, however two modules, M1 and M4, had significant enrichment (p_*adj*_ < 0.05) and were biologically relevant with > 15 genes within enriched pathways (Fig. 7A). Profile plots for M1 and M4 show changes in mean gene expression (Fig. 7B). 

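Mean log2 CPM was computed over the genes that the paper's over-representation sheets list for M1 (115 genes with values) and M4 (66). These are part of each module and were chosen on these samples. The permutation tests of these means did not hold the runs. For M1 the mean was 2.11 ± 0.65 (SD, n = 4) in controls, 4.79 ± 0.78 with TNFα, 5.72 ± 0.61 with IFNγ and 7.89 ± 0.09 with TNFα/IFNγ. TNFα/IFNγ lay above either cytokine alone, by 3.10 and 2.17 (exact two-sided permutation tests, each p = 0.0286, the smallest possible). FP changed the M1 mean by -1.18 with TNFα (exact permutation p = 0.171), and by -1.78 without FP + TNFα library 40. With IFNγ the change was -0.06 (exact permutation p = 0.943), and -0.13 without IFNγ library 41. FP lowered the M1 mean of TNFα/IFNγ by a difference of -0.28 (exact permutation p = 0.0286). Without any 1 TNFα/IFNγ library the p was 0.0571 (differences of -0.31 to -0.25), though each library of 1 group still lay below each of the other. With 3 libraries against 4 the exact test has 35 splits, and another split can give as large a difference. For M4 the mean rose by 3.78 with TNFα (exact permutation p = 0.0286) and by 0.86 with IFNγ (exact permutation p = 0.286), whose libraries include number 41 of the near-identical pair. Within runs M4 was higher with IFNγ by 0.03, 0.42, 0.35 and, in the run of library 41, 2.64. The difference was 0.37 without library 41, 0.51 without IFNγ library 17, 1.40 without IFNγ library 5 and 1.36 without control library 13. FP changed the M4 mean by -0.93 with TNFα/IFNγ and by -1.02 with TNFα (exact permutation p = 0.0286 in both). The call with TNFα/IFNγ was lost with the median over the genes (-0.83), and the p of that with TNFα was 0.0571 without TNFα library 3, 15, 27 or 39 (differences of -1.12 to -0.96), with the groups still fully apart.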

Gene networks and interactions for M1 and M4 show several networks or hubs with co-expression, interaction, or both. Results for network interactions and over-representation analysis are provided in Additional file 3. Over-representation analysis for M1 and M4 identified IFNγ and TNFα signaling pathways, respectively (Fig. 8A). Top gene hubs or interaction networks for M1 and M4 are shown in Fig. 8B. Notable interaction networks in M1 included genes associated with CIT, LGALS9, VCAM1, ISG15, and SOCS1. 

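With TNFα/IFNγ against control, CIT was lower, with a log2 fold change of -3.77 (SE 0.58, adjusted p = 7.07e-06) by edgeR. LGALS9 was higher by 7.16 (SE 0.98, adjusted p = 1.36e-06), ISG15 by 4.97 (SE 0.74, adjusted p = 4.76e-06) and SOCS1 by 3.23 (SE 0.65, adjusted p = 1.74e-04). Each kept its direction in all 4 runs and its call with each library left out in turn.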

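In TNFα/IFNγ against control, TNFAIP3 had a log2 fold change of 5.97 (SE 1.06, adjusted p = 4.16e-05) by edgeR, and between 5.64 and 7.50 with each library left out in turn.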

Networks interactions in M4 included genes associated had HCK, TNFAIP3, CCL5, BDKRB1, and MYH11 (Fig. 8B). The number of gene interactions, functional annotation analysis (DAVID functional annotation tool), and gene ontology terms within the top network interactions in M1 and M4 are given in Table 3, while the details of the interactions with the hub genes in M1 and M4 modules are shown in Additional file 4: Table S4 and Additional file 5: Table S5, respectively. Interaction networks in M1 and M4 are associated with cellular signaling pathways and functions, including RNA binding, cell–cell adhesion, JAK/Stat and NFκB signaling, and chemotaxis. Overall, co-expression analysis and functional annotation are consistent with differential and pathway enrichment analyses.

**Fig. 7:**
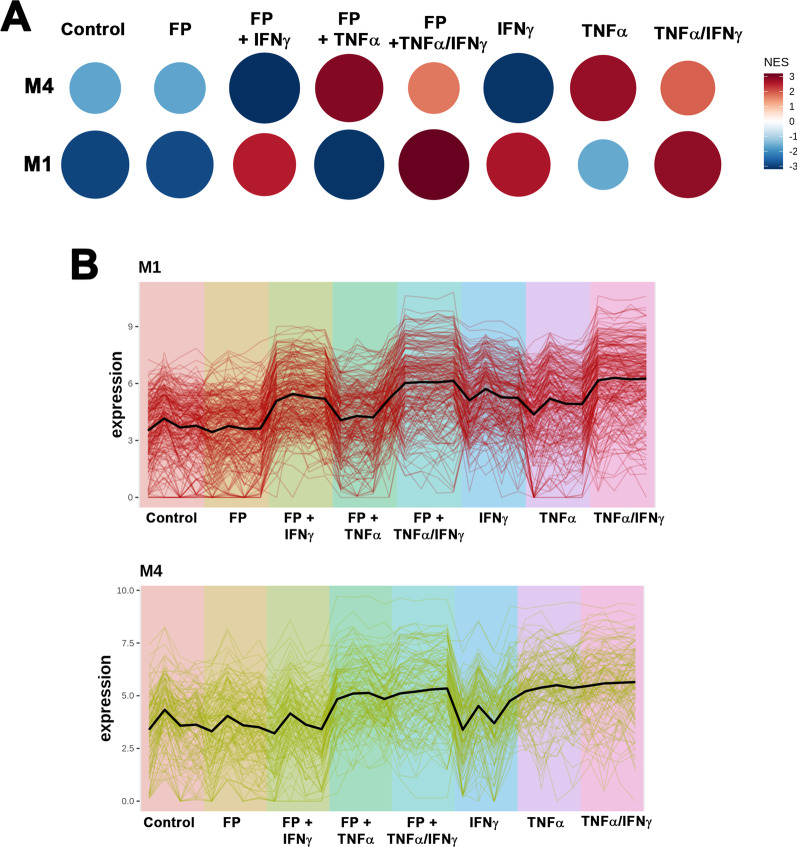
Co-expression analysis using CEMiTool. **A** Gene set enrichment analysis identified two modules, M1 and M4, that were found to be significant. Module activity for each treatment group is indicated by the dot size and color. The scale bar represents normalize enrichment score (NES). **B** Profile plots for M1 and M4. The black line represents mean gene expression within the module amongst each treatment group

**Fig. 8:**
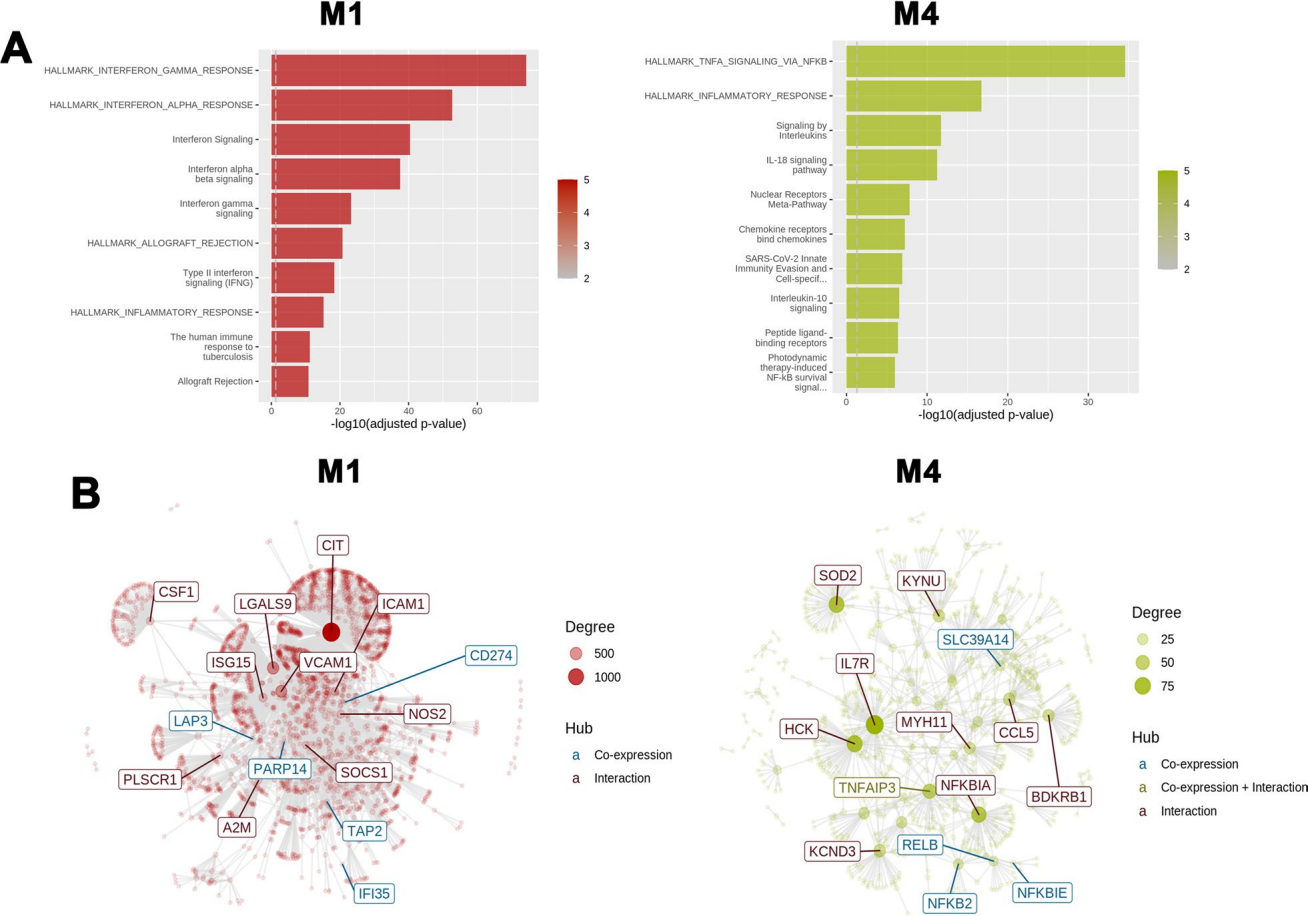
Gene enrichment analysis and interaction networks. **A** Over representation analysis identified pathways that are significantly enriched in modules 1 and 4. Notable pathways include IFN responses (M1) and TNFα and NFκB signaling in M4. Enrichment for each pathway is represented in the scale bar and plotted as -log_10_ (adjusted p value). **B** Gene networks for M1 and M4 are shown as connected gene hubs. Network connectivity and interactions are identified by node size and color intensity. Gene co-expression and interactions for each network hub are differentiated by color

**Table 3:** Functional annotation for top interaction networks

Module	Co-expression Network Hub Gene	Number of Interactions	Number of Annotation Clusters	Top Functional Annotation Clusters within Co-expression Network
M1	CIT, Citron Rho-Interacting Serine/Threonine Kinase	1350	54	rRNA Processing, mRNA splicing, RNA binding, ATP binding, viral nucleoprotein
	LGALS9, Galectin	444	43	viral transcription, Cell–cell adhesion, nucleotide binding, protein folding, endoplasmic reticulum, mitochondrion, ER-Golgi transport
	VCAM1, Vascular Cell Adhesion Molecule 1	412	29	cell–cell adhesion, RNA-binding, protein folding, actin binding
	ISG15, ISG15 Ubiquitin-like Modifier	164	19	cadherin binding, ATP-binding, glycolytic process, actin binding, MHC class II protein complex binding
	SOCS1, Suppressor of Cytokine Signaling 1	86	24	ATP binding, MAPK cascade, tyrosine-protein kinase, JAK/Stat signaling pathway
M4	HCK, HCK Proto-Oncogene, Src Family Tyrosine Kinase	67	14	ATP binding, PI3K-Akt signaling, unfolded protein response, protein tyrosine kinase activity
	TNFAIP3, TNF Alpha Induced Protein 3	50	17	NFκB signaling, toll like receptor signaling, ubiquitin-protein transferase activity, CD40 receptor complex, TNF signaling
	BDKRB1, Bradykinin Receptor 1	30	2	Membrane, endoplasmic reticulum
	MYH11, Myosin Heavy Chain 11	19	5	cytoskeleton, motor protein, myosin, cell division
	CCL5, C–C Motif Chemokine Ligand 5	15	3	chemokine activity, leukocyte chemotaxis

## Discussion

Increased Th1 cytokines are associated with corticosteroid insensitivity and have been identified to be part of the inflammatory milieu in children with severe asthma [8, 9]. We have previously found that combined exposure to TNFα and IFNγ augments chemokine production and induces corticosteroid insensitivity in human fetal ASM [17]. Although glucocorticoid receptor signaling was not impaired in this model, we found evidence of continued NFκB and Stat1 activation in the presence of corticosteroids [17]. Similarly, we found that TNFα/IFNγ induces corticosteroid insensitivity in human pediatric ASM. While the effects of TNFα/IFNγ were insensitive to corticosteroids, JAK inhibition reduced the effects of TNFα/IFNγ, implicating JAK-mediated signaling in the combined effects of TNFα and IFNγ. However, it is unclear whether TNFα, IFNγ, or both contribute to JAK activation. The synergistic effects of TNFα and IFNγ have previously been shown to involve augmentation of CXCL10 that involve activation of JAK/Stat1, NFκB, and JNK signaling [14, 36, 37]. Building upon these studies, we performed RNA-seq to examine the individual and combined effects of TNFα and IFNγ on gene expression in the context of corticosteroid insensitivity in pediatric asthma. Our differential expression, pathway enrichment, and co-expression analyses provide novel insight into how corticosteroids modulate gene expression during exposure to TNFα, IFNγ, and TNFα/IFNγ.

In the absence of cytokines, transcriptomic analyses for ASM responses to corticosteroids have been previously reported in human ASM isolated from non-asthmatic and asthmatic lungs [34, 35, 38]. We observed similar changes in gene expression in ASM treated with FP alone, with comparable changes in gene expression. 

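DUSP1 was at 177 ± 37.6 CPM (SD, n = 4) with FP and 33.9 ± 16.6 CPM in controls, and TSC22D3 at 699 ± 208 and 39.8 ± 19.6 CPM. CRISPLD2 had a log2 fold change of 3.37 (SE 0.54, adjusted p = 7.12e-04) by edgeR, higher in all 4 runs. For KLF15 the group mean in controls was 6.31 ± 4.70 CPM.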

Notably, key anti-inflammatory genes demonstrated to inhibit inflammation and remodeling in human ASM [34, 39], DUSP1, TSC22D3, CRISPLD2 and KLF15, were substantially increased by FP. We also found that corticosteroids reduced several pro-inflammatory genes implicated in ASM inflammation and remodeling, including MMP1 and PTGS2 [40, 41]. These findings show that pediatric human ASM responds to corticosteroids, in the absence of cytokine stimulation, similarly to adult ASM.

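MMP1 was at 9.03 ± 6.07 CPM (SD, n = 4) with FP and 134 ± 31.2 CPM in controls. PTGS2 was at 1.23 ± 0.727 CPM with FP and 20.2 ± 32.9 CPM in controls, where single libraries ranged from 1.27 to 69.4 CPM. The exact two-sided permutation test gave p = 0.0286 for MMP1, the smallest possible, and p = 0.0857 for PTGS2. This test did not hold the runs. PTGS2 was called with the replicate block and by DESeq2, as given above.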

TNFα has a potent effect on human ASM by inducing the production of pro-inflammatory mediators, extracellular matrix deposition and remodeling, and enhancing intracellular Ca^2+^ ([Ca^2+^]_i_) regulatory mechanisms that promote pathological and functional features in asthma [3, 13]. We found that TNFα changed expression of > 1000 genes, most of which were upregulated. 

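IL6 had a log2 fold change of 5.31 (SE 1.49, adjusted p = 0.0169) and IL1B of 5.45 (SE 1.55, adjusted p = 0.0193) with TNFα by edgeR. The call of IL6 was lost without control library 1, 25 or 37 (log2 fold changes of 4.94 to 5.00) and in a fit of the groups compared alone (5.33). The call of IL1B was lost without control library 1, 25 or 37 or TNFα library 15 (log2 fold changes of 4.15 to 5.09), without the filter on low counts (5.38) and in a fit of the groups compared alone (5.44). TNF had no reads in controls and 52 with TNFα, at least 14.9-fold higher in mean CPM against a floor of 3 reads over the group. ICAM1 rose by 5.07 (SE 0.55, adjusted p = 1.19e-06) and ICAM2 by 2.73 (SE 0.94, adjusted p = 0.0499). The call of ICAM2 was lost without control library 1, 13 or 25 or TNFα library 27 or 39 (log2 fold changes of 2.21 to 2.60), with RLE normalization (2.72), with library totals as the only scaling (2.59), without the filter on low counts (2.75) and in a fit of the groups compared alone (2.73). MMP9 had 2 reads in controls and 272 with TNFα, 126 times as many per counted read (exact 95% counting interval 34.4 to 1041). MMP13 rose by 5.10 (SE 1.14, adjusted p = 0.00369), and without control library 13, which held all MMP13 reads of the controls, was at least 26.0-fold higher on the same terms. For TRAF1 the log2 fold change was 2.48 (SE 0.47, adjusted p = 7.72e-04).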

Responses to TNFα involved increases in pro-inflammatory cytokines (IL-6, TNF, IL-1β), chemokines (CCL5, CXCL8), cell adhesion (ICAM, ICAM2), matrix metalloproteinases (MMP-9, MMP-13), and genes involved in TNF receptor signaling (TNFRSF9, TRAF1). 

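MYH11 rose by 4.82 (SE 1.15, adjusted p = 0.0057) with TNFα by edgeR, and CD38 by 5.09 (SE 1.34, adjusted p = 0.0112). The call of CD38 was lost by limma-voom with the block as a random effect (5.01) and in a fit of the groups compared alone (5.18). ANO9 rose by 8.34 (SE 1.43, adjusted p = 2.85e-04). BDKRB1 had a log2 fold change of 3.42 (SE 1.10, adjusted p = 0.0367). The call of BDKRB1 was lost without control library 1, 25 or 37 or TNFα library 15 or 39 (log2 fold changes of 2.82 to 3.31), without the filter on low counts (3.39) and in a fit of the groups compared alone (3.43). SLC8A3 had 1 read in the 4 controls together and 37 with TNFα, 34.1 times as many per counted read (exact 95% counting interval 5.76 to 1384).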

We also noted several genes increased by TNFα that are involved in ASM [Ca^2+^]_i_ regulation and contractility (MYH11, CD38, BDKRB1, ANO9, SLC8A3). Exposure to corticosteroids changed the effects of TNFα on gene expression by significantly reducing more than 160 genes. Several pro-inflammatory genes increased by TNFα, including MMPs, CCL5, and PTGS2 were substantially reduced by corticosteroids. 

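MMP9 had 3 reads with FP + TNFα against 272 with TNFα, 68.0 times fewer per counted read (exact 95% counting interval 23.0 to 332). In edgeR the call of MMP9 was lost without FP + TNFα library 4 and in a fit of the groups compared alone. MMP13 fell from the TNFα level by a log2 fold change of -4.31 (SE 1.10, adjusted p = 0.0384). The call of MMP13 was lost without TNFα library 15 or 27 or FP + TNFα library 4, 16, 28 or 40 (log2 fold changes of -5.27 to -3.87) and without the near-identical pair (-3.87). Without FP + TNFα library 4, 2 MMP13 reads remained, and per counted read TNFα had 43.8 times (exact 95% counting interval 11.9 to 365) as many. The paper sets its findings beside studies that show anti-inflammatory effects of corticosteroids on such cells.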

In pediatric ASM, TNFα-induced CCL5 secretion is blunted by FP, supporting observed changes in gene expression. These findings are consistent with studies showing potent anti-inflammatory effects of corticosteroids on human ASM treated with TNFα [42].

IFNγ also induces pro-inflammatory responses in ASM and has been implicated in mediating airway hyperresponsiveness in asthma [6, 12]. 

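CCL2 rose by 2.77 (SE 0.74, adjusted p = 0.0279) and CCL8 by 6.16 (SE 1.58, adjusted p = 0.0215) with IFNγ by edgeR. The call of CCL2 was lost without control library 1, 25 or 37 or IFNγ library 17 (log2 fold changes of 2.37 to 2.65), without the filter on low counts (2.75) and in a fit of the groups compared alone (2.76). The call of CCL8 was lost without control library 1, 25 or 37 or IFNγ library 17 (log2 fold changes of 3.17 to 5.94), without the filter on low counts (6.15), by limma-voom with the block as a random effect (5.38) and in a fit of the groups compared alone (6.23). CD40 and VCAM1 were not called, with log2 fold changes of 2.83 (SE 1.12, adjusted p = 0.22) and 2.35 (SE 0.82, adjusted p = 0.136), and were higher in all 4 runs. CD40 was called with the replicate block (3.24, SE 0.61), by limma-voom with the block as a random effect (3.15) and with the block and without that pair (3.34). VCAM1 was called by DESeq2 (2.33), with the replicate block (2.41, SE 0.69), by limma-voom with the block as a random effect (2.40) and with the block and without that pair (2.42). PSME1 rose by 2.14 (SE 0.19, adjusted p = 1.68e-07) and PSME2 by 2.83 (SE 0.28, adjusted p = 3.45e-07). Without the near-identical pair, which takes out the library labelled IFNγ 41, the values were 2.93 for CCL2, 6.53 for CCL8, 2.30 for CD40, 2.53 for VCAM1, 2.23 for PSME1 and 2.98 for PSME2.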

Among differentially expressed genes in response to IFNγ, the gene expression of pro-inflammatory mediators (CCL2, CCL8, CX3CL1), cell–cell adhesion molecules (ICAM1, CD40, VCAM1), and antigen presentation (HLA, PSME) were increased. 

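The difference in FP effect between IFNγ and TNFα was tested as the effect with IFNγ minus that with TNFα. edgeR called 1 gene, CPEB2 (1.86 (SE 0.26, adjusted p = 0.00174)), with 762 genes at an unadjusted p under 0.05. DESeq2 called 19 genes and limma-voom with the block as a random effect 21. The replicate block gave 29. Without FP + IFNγ library 42, edgeR also called LINC01182, named after its value was seen. Both libraries of the near-identical pair enter this difference. Without them edgeR called 1, and 84 with the block. For PTGS2 the difference was 1.37 (SE 1.80) and for VCAM1 1.29 (SE 1.10), not called under any setting tried.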

Many of the pro-inflammatory genes enhanced by IFNγ remained increased in the presence of corticosteroids, suggesting differences in corticosteroid sensitivity between TNFα and IFNγ stimulation. For example, we found that CXCL10 gene expression and secretion induced by TNFα, but not IFNγ, was significantly reduced by FP. 

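CXCL10 was at 118 ± 88.4 CPM (SD, n = 4) with TNFα, 12.4 ± 17.3 CPM with FP + TNFα, 99.1 ± 142 CPM with IFNγ and 84.3 ± 152 CPM with FP + IFNγ. FP changed it by a log2 fold change of -3.25 (SE 1.18, adjusted p = 0.163) with TNFα and -0.23 (SE 1.08, adjusted p = 1) with IFNγ by edgeR. With TNFα, CXCL10 was called without FP + TNFα library 40 (log2 fold change -4.97), by DESeq2 (-3.25), without the near-identical pair (-4.97) and with the block and without that pair (-4.61). Library 40, labelled FP + TNFα, is 1 of the near-identical pair. The difference between the 2 FP effects was 3.02 (SE 1.56, adjusted p = 1), and 4.50 without the pair, called in neither.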

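In FP + IFNγ against IFNγ, the log2 fold change by edgeR was -0.01 (SE 0.43) for IRF1, 0.19 (SE 1.11) for IRF8 and -0.02 (SE 0.35) for JAK2. No setting tried called any of these. Without the near-identical pair, which holds the library labelled IFNγ 41, the values were -0.16, 1.01 and -0.07.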

The corticosteroid insensitive effects of IFNγ may be attributed to reduced ability to reduce key JAK/Stat and IRF signaling pathways (IRF1, IRF8, JAK2, STAT1), which are enriched and are resistant to corticosteroids in human ASM [17, 43].

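The TNFα by IFNγ interaction, TNFα/IFNγ minus TNFα minus IFNγ plus control on the log2 scale, asks whether the combined effect differs from the sum of the single effects. edgeR called 510 genes above the sum and 454 below it at an adjusted p under 0.05. With the replicate block these were 1341 and 1544, and with library totals as the only scaling 318 and 1860. In edgeR without the near-identical pair, the calls were 419 and 389. The number above the sum was 298 without TNFα/IFNγ library 7. The number below it was 288 without control library 25, 290 without IFNγ library 29 and 263 without TNFα/IFNγ library 7. Among called genes with a mean log2 CPM above 1 that kept their direction with each library left out, the 5 largest were ADCY5 at 5.88 (SE 0.82, adjusted p = 9.15e-05), GBP1P1 at -5.48 (SE 1.30, adjusted p = 0.0131), CISH at 5.33 (SE 0.72, adjusted p = 6.19e-05), TLR3 at -5.21 (SE 1.32, adjusted p = 0.0204) and STARD8 at 5.09 (SE 0.66, adjusted p = 4.67e-05). The call of GBP1P1 was lost by DESeq2 (-5.60) and by limma-voom with the block as a random effect (-5.08). GBP1P1 is annotated as a transcribed pseudogene. The call of TLR3 was lost without TNFα library 15 or TNFα/IFNγ library 7 (log2 fold changes of -5.01 to -4.19), without the filter on low counts (-5.21) and in a fit of the groups compared alone (-5.21).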

Treatment with TNFα/IFNγ induced a gene expression profile that is distinct from exposure to TNFα or IFNγ alone. 

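CD38 was higher with TNFα/IFNγ than with TNFα by a log2 fold change of 5.31 (SE 1.24, adjusted p = 0.00179) and than with IFNγ by 4.64 (SE 1.20, adjusted p = 0.00341) by edgeR. FP changed CD38 by 0.08 (SE 1.03) in the presence of TNFα/IFNγ. The interaction of CD38 was -0.45 (SE 1.57, adjusted p = 0.923). Against IFNγ without that near-identical pair the value was 4.66.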

TNFα/IFNγ augmented the expression of several genes that were also corticosteroid insensitive including, CD38, a Ca^2+^ regulatory protein that contributes to ASM hypercontractility and airway hyperresponsiveness [44, 45]. Additional notable genes that were augmented include CXCL11, IRF8, and VCAM1. 

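CXCL11 was higher with TNFα/IFNγ than with TNFα by 7.32 (SE 1.20, adjusted p = 4.21e-05) and than with IFNγ by 6.58 (SE 1.16, adjusted p = 7.92e-05) by edgeR. For VCAM1 the values were 1.77 (SE 0.80, adjusted p = 0.0937) and 5.30 (SE 0.93, adjusted p = 7.64e-05). Against TNFα, VCAM1 was called by DESeq2 (1.77), with the replicate block (1.94, SE 0.67), by limma-voom with the block as a random effect (1.88) and in a fit of the groups compared alone (1.73). The interaction was 0.64 (SE 1.39) for CXCL11 and -0.58 (SE 1.10) for VCAM1, called under no setting tried. It asks whether the combined fold change differs from the product of the single ones, so this does not speak against augmentation over either cytokine. Against IFNγ without the near-identical pair, CXCL11 was higher by 6.32 and VCAM1 by 5.10. The paper states that TNFα/IFNγ augments several genes that are also corticosteroid insensitive.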

Pathways related to genes modulated by TNFα/IFNγ involved pro-inflammatory signaling, infection, MAPK, and Ca^2+^ signaling. In addition to NFκB, IRF, and STAT pathways, we identified motif enrichment for several zinc finger transcription factors involved in DNA binding and gene regulation (ZF5, MAZ, TIEG1, KLF15). Zinc fingers are a large, diverse protein family with various cellular functions, including transcription factors that regulate gene expression. KLF15 is part of the kuppel like factor family and directly regulated by corticosteroids. KLF15 is involved in corticosteroid inhibition of TGFβ-induced ASM proliferation and remodeling [39, 46]. While KLF15 was increased by FP alone, it’s expression remained uniquely reduced in cells exposed to TNFα/IFNγ. 

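Against control, KLF15 had a log2 fold change of -4.15 (SE 1.02, adjusted p = 0.00147) with TNFα/IFNγ and -0.10 (SE 0.83, adjusted p = 0.933) with FP + TNFα/IFNγ by edgeR. With TNFα alone it was -1.41 (SE 0.86, adjusted p = 0.288), and with IFNγ alone 0.32 (SE 0.83, adjusted p = 0.945), or -1.20 without the near-identical pair. The interaction of TNFα and IFNγ on KLF15 was -3.06 (SE 1.30, adjusted p = 0.183). It was not called under any setting tried.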

While the implications of these findings remain unclear, we speculate that loss of KLF15 may contribute to corticosteroid insensitivity and enhanced gene expression upon exposure to TNFα/IFNγ.

To identify gene interactions and networks within our RNA-seq data, we performed co-expression analysis using CEMiTool [32]. Our analysis identified two modules that consist of interaction networks based on expression and biological function. Over-representation analysis revealed that networks in module 1 (M1) involved pathways related to IFNγ responses, while module 4 (M4) involved TNFα and NFκB signaling. The importance of TNFα- and IFNγ-mediated inflammatory pathways are highlighted by studies showing reduced inflammatory mediator production and [Ca^2+^]_i_ responses in ASM treated with siRNA or neutralizing antibodies against TNF receptors, NFκB, Stat1, and IRF1 [17, 43, 47]. Interaction networks in module 1 include gene hubs for IFN signaling (ISG15, SOCS1) and cell–cell adhesion (VCAM1, ICAM1, LGALS9). Module 4 had interaction networks that include chemokines (CCL5), NFκB signaling (TNFAIP3, RELB, NFKB2, and NFKBIE), and ASM contractility (MYH11 and BDKRB1). We performed functional annotation analysis to characterize the genes within the top co-expression networks. Highly enriched co-expression networks were composed of the genes involved in transcription, pro-inflammatory signaling, leukocyte chemotaxis, and smooth muscle contractility. Overall, co-expression and functional annotation analyses are consistent with g:Profiler pathway enrichment analyses and highlight the impact of TNFα and IFNγ on airway hyperresponsiveness and remodeling.

In addition to pro-inflammatory cytokines/chemokines and signaling, co-expression analysis in module 1 identified genes involved in cell–cell adhesion and antigen presentation. 

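Of the 24 genes that the paper lists under antigen processing and presentation for IFNγ, 23 were called with TNFα/IFNγ against control, all higher, with a median log2 fold change of 5.77. The smallest value was 1.16.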

VCAM1 is an important adhesion molecule that facilitates ASM-T cell interactions and co-localization. It’s expression in ASM was found increased in bronchial biopsies from patients with asthma and is thought to promote ASM proliferation and remodeling [48]. Genes co-expressed with ISG15 were also found to be involved in MHC class II presentation. Co-culture ASM-T cell studies show induction of MHC class II expression in ASM and antigen presentation to resting T cells in vitro [49, 50]. Although ASM are likely not a primary antigen presentation cell in asthma, their increased expression of adhesion molecules and antigen presentation gene in response to TNFα and IFNγ highlight that ASM-T cell interactions may be important and warrant further investigation. Furthermore, the inability of corticosteroids to reduce TNFα/IFNγ-induced VCAM1 and antigen presenting genes implicate ASM-T cell interactions in persistent airway inflammation and thickening in severe asthma.

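With FP, VCAM1 changed by a log2 fold change of -0.67 (SE 0.78, adjusted p = 0.839) in TNFα/IFNγ-treated cells by edgeR, and between -0.88 and -0.44 with each library left out in turn. HLA-DRA changed by -1.13 (SE 1.25, adjusted p = 0.827). None of the 24 listed antigen processing and presentation genes was called, by edgeR or with the replicate block. Their log2 fold changes lay between -1.13 and 0.57, with a median of -0.14.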

Co-expression analyses in module 4 revealed networks involved in ASM hypercontractility. TNFα and IFNγ increased myosin heavy chain 11 (MYH11) expression, a contractile protein that affects ASM shortening velocity. 

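MYH11 was at 106 ± 95.3 CPM (SD, n = 4) with TNFα/IFNγ and 3.57 ± 2.35 CPM in controls, a log2 fold change of 4.90 (SE 1.16, adjusted p = 9.98e-04) by edgeR. With IFNγ alone it was 1.15 (SE 1.02, adjusted p = 0.744), and -1.22 without the near-identical pair. The interaction was -1.06 (SE 1.41, adjusted p = 0.756). FP changed MYH11 by -2.60 (SE 1.04, adjusted p = 0.288) in the presence of TNFα/IFNγ. MYH11 was called with the replicate block (-2.81, SE 0.62) and by limma-voom with the block as a random effect (-2.68).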

Studies show that MYH11 expression is increased in bronchial biopsies from patients with asthma, particularly of splice variants whose function increase shortening velocity and associated with greater airway narrowing [51–53]. While the effects of TNFα and IFNγ on myosin heavy chain 11 splice variant expression in human ASM are not entirely clear, these studies implicate their effects on MYH11 in promoting hypercontractility and bronchoconstriction. Additionally, our analysis identified bradykinin B1 receptor (BDKRB1) as a key network hub. 

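BDKRB1 had a log2 fold change of 3.62 (SE 1.11, adjusted p = 0.00869) with TNFα/IFNγ by edgeR. With IFNγ alone it was 1.62 (SE 1.03, adjusted p = 0.575), and 1.25 without the near-identical pair. The interaction was -1.42 (SE 1.43, adjusted p = 0.657), and the change with FP in TNFα/IFNγ-treated cells -1.57 (SE 1.03, adjusted p = 0.61). Neither was called under any setting tried.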

BDKRB1 binds bradykinin, a pro-inflammatory mediator that acutely enhances [Ca^2+^]_i_ to promote hypercontractility and bronchoconstriction [54]. TNFα and IL-1β have been previously shown to increase expression of bradykinin receptors in mouse tracheal smooth muscle [55]. Recent studies have reported increased BDKRB1 expression correlates with airway remodeling and fixed airflow obstruction in severe asthmatic airways [56]. Additionally, exposure to TNFα enhances [Ca^2+^]_i_ responses in human ASM [57]. Our study suggests that MYH11 and BDKRB1 are enhanced during Th1 airway inflammation and highlight potential mechanisms by which TNFα and IFNγ promote ASM hypercontractility and remodeling.

Our transcriptomic analysis provides novel insight into gene networks and pathways associated with TNFα, IFNγ, and their corticosteroid sensitivity in ASM, however, there are limitations to consider. Corticosteroid sensitivity of pathways and networks are based on gene and not protein expression. This is important when considering the anti-inflammatory activity of genes enhanced by corticosteroids (e.g., DUSP1, KLF15) and highlights the need to examine corticosteroid sensitivity of pro-inflammatory genes and their activity at the protein level. The effects of corticosteroids are thought to involve several highly dynamic mechanisms. It is important to note that our analysis is only a snapshot into complex, and likely dynamic, changes in gene expression. Recent studies show that corticosteroids induce their initial anti-inflammatory effects on gene expression rapidly with 10–30 min [58]. Additionally, we found that initial inhibition of TNFα/IFNγ-induced CCL5 and CXCL8 mRNA expression by corticosteroid after 3 h was absent at later time points [17]. This suggests that timing is an important factor to consider regarding corticosteroid sensitivity and anti-inflammatory activity. Finally, our study does not inform on the impact of combined exposure to TNFα and IFNγ on ASM contractility. Future functional studies are needed to understand the effects of TNFα/IFNγ on human ASM contractility, particularly in response to bradykinin.

## Conclusions

We have identified several gene networks related to ASM responses to Th1 cytokines. Our analysis provides valuable insight into the individual and combined effects of TNFα and IFNγ of gene expression in pediatric ASM. TNFα/IFNγ was found to augment the expression of several genes that contribute to airway inflammation, hypercontractility and remodeling in asthma while also reducing expression of key anti-inflammatory genes, such as KLF15. It will be important to understand how genes augmented by TNFα/IFNγ are able to persist while glucocorticoid receptor activity is maintained. Additional factors relevant to corticosteroid sensitivity, such as chromatin structure, mRNA stability, and enzymatic activity of key negative regulators can be explored in future studies using the TNFα/IFNγ model of corticosteroid insensitivity [17, 58, 59]. Defining corticosteroid-sensitive and -insensitive genes/pathways in ASM (and other cell types) will be important for identifying novel approaches to enhance corticosteroid sensitivity in pediatric asthma.

## Supplementary Information

**Additional file 1.** Differential Gene Expression in pediatric ASM treated with control, FP, TNFα, IFNγ, and/or TNFα/IFNγ.

**Additional file 2.** KEGG/Reactome pathway and transcription factor enrichment results from g:Profiler.

**Additional file 3.** Interactions and over representation analysis results from CEMi Tool.

**Additional file 4.** Functional annotation results for notable Module 1 networks using DAVID.

**Additional file 5.** Functional annotation results for notable Module 4 networks using DAVID.

## Data Availability

Data generated and analyzed for this study has been deposited to the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under accession number GSE179354.

## Abbreviations

ASM: Airway smooth muscle
FP: Fluticasone propionate
ICS: Inhaled corticosteroids
IFNγ: Interferon-γ
KEGG: Kyoto encyclopedia of genes and genomes
M: Module
PC: Principal component
RNA-seq: RNA sequencing
Th: T helper
TNFα: Tumor necrosis factor-α

How the deposited data were processed for this re-analysis (not part of the article)

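RNA-seq of cultured human pediatric ASM cells is deposited as 48 libraries in 12 groups of 4. The 32 libraries of the 8 groups of the article were used for all claims. The 16 libraries of the 4 IL-17A groups were used in the closing section and in 1 alternative. They also entered the read totals and shares given for them or for all 48 files, and the search for near-identical libraries. Each library has 1 file of read counts per gene. To make these deposited counts, the authors trimmed adapters with bbduk, aligned the reads to GRCh38 with Hisat2, merged repeat sequencing runs and counted reads per Ensembl gene with HTSeq, without normalization. The strand setting and the annotation release are not given in the sources used here, so counts of overlapping and antisense genes and of near-identical copies are uncertain. 5 special lines per file (such as reads on no gene or of low quality) were left out of library sizes and tests. They held a median of 23.5% of reads in the 32 libraries and 29.8% in the 16. The files list 60715 and 60721 versioned gene IDs, 58107 of them in both, and 60667 are shared without the version, by which the files were joined. Symbols, places and transcripts were taken from GENCODE 44, which holds 60401 of the IDs.

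Log2 fold changes and p-values were computed here in R 4.3.3 with edgeR 4.0.16 from the deposited counts. Standard errors of edgeR values were derived from them, as the absolute log2 fold change over the square root of the F value. For genes near 0 reads they should not be read as intervals. TMM factors, filterByExpr (17435 genes, 18187 in the 48 libraries), robust estimateDisp, robust glmQLFit and edgeR's quasi-likelihood test were used, with 1 coefficient per group and all 8 groups in 1 fit. The prior count of the fit was 0.13 and of log2 CPM 2. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1.5 or below -1.5, and in a difference between effects at that adjusted p without a fold limit. The covariates for which the authors adjusted were not used here. CPM are given as mean ± SD over TMM-scaled libraries. Against a group with 0 reads a fold is a lower bound at 3 reads over the group, and against 1 to 3 reads a ratio has a 95% counting interval. These bounds cover counting error only. Single values, such as means of the module lists, were compared by exact two-sided permutation of the libraries, which with 4 against 4 gives no p under 0.0286. Tables and permutations were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9.

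Reads counted on genes ran from 13789969 to 45437714 per library. At such depth, counting error is small for all but genes near 0 reads, and the spread between replicates sets the precision. The common biological coefficient of variation was 44.2%, and 23.3% with the replicate block. The labels number the libraries, and the numbers fall into 4 runs of 12 that each hold 1 library per group. Deviations from the group means correlated in each of the 112 pairs of libraries of 1 run (0.388 to 0.803, median 0.575, all over 0.1), and ran from -0.443 to 0.0721 in 336 pairs of different runs. So the numbers pair the samples, and the run was the replicate block of an alternative fit. The main fit left this pairing out, and its lack of a call may reflect that. For FP vs control 130 genes were called without the block and 490 with it, and for FP + IFNγ vs IFNγ 24 and 221. What a run stands for is not given in the sources used here. Replicates were checked for being copies of 1 library: over 72 pairs of a group the chi-square per degree of freedom was 46.0 to 324 (15864 genes), where technical repeats give about 1. The correlation within runs by duplicateCorrelation was 0.357 in 32 and 0.373 in 48 libraries.

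Genes named in the text follow a rule: every gene that the paper names in its Results, in Tables 1 to 3 and in the Discussion sentences on this RNA-seq, and for each difference between effects and each IL-17A comparison the 5 with the largest absolute log2 fold change. These 5 had to have an adjusted p under 0.05, a mean log2 CPM above 1, a symbol (GENCODE 44 names some genes by their ID) and a full separation of the groups, or for a difference the same sign with each library left out. Values in the paper's tables had been seen before. The paper's lists of genes per term and of modules M1 and M4, from its supplementary sheets, were made by the authors from these libraries, so they were described by calls, medians and means without a test of enrichment. A list of 16 leukocyte markers was used for 1 test in the closing section.

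The comparisons, the tests, the rule for named genes and the alternatives were chosen before the data were examined, except the fits without the near-identical libraries 40 and 41, those with identical versioned IDs, the sign-flip tests and the tests named in the closing section as chosen after the results were seen. The alternatives were DESeq2 1.42.0, RLE factors, library totals as the only scaling, no filter, a prior count of 2, the replicate block in edgeR, limma-voom 3.58.1 with the block as a random effect (statmod 1.5.0), all 48 libraries, the groups compared alone, and each library left out in turn. For PC1 they were unlogged CPM, unlogged counts, unit variance, the 500 most variable genes and a prior count of 0.5, and for the module lists the median, unit variance and genes in 1 list. A value of a named gene counts as reversed when its sign changes and it was called. Each comparison of 4 with 4 libraries was refitted for all 35 splits, and each difference between effects for 100 regroupings within runs, in fits of the groups compared. Single libraries were set against their group by Dixon's ratio, with a limit of 0.83 for 4 values. GC content and length of transcripts, known for 99.6% of the tested genes (17366), were removed as a trend per library in the block fit.

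The fits were tested on simulated data drawn from the means and library sizes of these libraries, with 200 of 17435 genes changed. For FP vs control, edgeR found 80.0% of the changed genes at an adjusted p under 0.05, edgeR with the block 91.0%, DESeq2 84.5% and limma-voom 89.0%. For the TNFα by IFNγ interaction these were 64.0%, 78.5%, 70.0% and 75.0%. Unchanged genes at that adjusted p numbered 1, 10, 3 and 6 for FP vs control, in the same order of fits. For the interaction they numbered 1, 8, 2 and 3. Enrichment of terms, the co-expression network and transcription factor motifs were not analysed here, since gene set, interaction and motif databases were not used here. Some genes that the paper names are not reported here. Protein and functional measurements of the article were not used here.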

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

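The tests of the runs along PC2, of near-identical gene copies in the IL-17A libraries and of the files in IFNγ + IL-17A against control were chosen only after the results were seen. A library is listed here when its gap to the nearest of the other three, divided by the range of the 4, reaches Dixon's limit of 0.83. Chance lists about 1 in 20 groups. Of 252 groups of values tested, 30 were listed, where chance gives 12.6.

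On PC2, which holds 15.7% of the variance, the library of run 4 lay apart in each of the 8 groups. The ratios were 0.860 for control 37, 0.859 for TNFα 39, 0.940 for IFNγ 41, 0.877 for TNFα/IFNγ 43, 0.979 for FP 38, 0.954 for FP + TNFα 40, 0.971 for FP + IFNγ 42 and 0.913 for FP + TNFα/IFNγ 44. Of the 16 groups of values on PC1 and PC2, 8 were listed, where chance gives 0.8, and none of these was on PC1. Of the variance along PC2, 95.2% lay between the 4 runs and 3.22% between the groups. A difference between the runs may be by donor or by batch. The paper relates PC2 to traits of the donors, which were not used here. What a run stands for is not given in the sources used here, so donor and batch cannot be told apart. No biological explanation was tested.

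Among the genes of Tables 1 and 2, 20 of 160 groups were listed, where chance gives 8. They were ALDH1L1 in control 37 (1), TNFα 39 (1), IFNγ 41 (1), FP + TNFα 40 (0.83) and FP + IFNγ 42 (0.853), ALOX15B in IFNγ 41 (1), PER1 in IFNγ 41 (0.885) and ZBTB16 in control 37 (0.909) and IFNγ 41 (0.952). Further, they were CCL5 in control 13 (0.914) and FP + IFNγ 18 (0.907), CCL8 in TNFα 15 (0.846) and FP 2 (1), CXCL11 in FP + TNFα 40 (0.943) and FP + TNFα/IFNγ 44 (0.83), CXCL9 in FP + TNFα 40 (0.879), IRF8 in control 37 (1), FP 38 (1) and FP + TNFα 40 (1) and ORAI1 in TNFα/IFNγ 7 (0.863). Where the ratio is 1, the other three libraries had equal values, at 0 reads. Most of these libraries belong to run 4, which lies apart on PC2, and libraries 40 and 41 are the near-identical pair treated under the other observations. Values without these libraries are given at the claims where a call changes. No cause was tested gene by gene, and no biological explanation was tested.

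The share of reads counted on genes was 67.7% in FP + IL-17A library 46 (ratio 0.96) and 65.0% in FP + IFNγ + IL-17A library 24 (ratio 0.888), each the lowest of its group. Over the library measures 2 of 60 groups were listed, where chance gives 3, so chance alone gives as many. No biological explanation was tested.

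The effect of TNFα differed with and without IFNγ for 964 genes, tested as the TNFα by IFNγ interaction by edgeR (510 above the sum of the single effects and 454 below). In a fit of these 4 groups alone 342 genes were called, and 3 of 100 regroupings within the runs, the real one included, called as many. Another called up to 5807. The regroupings mix treatments that have strong effects of their own, so they decide nothing about chance. The combined cytokine libraries have other composition factors. With library totals as the only scaling 2178 genes were called, 318 above and 1860 below, but the median over all genes moved from -0.08 to -0.38, so this decides nothing about composition, which stays open. A trend with GC content and length of the transcripts was removed in the fit with the replicate block, which called 2883 genes before the correction and 3160 after it, 2391 in both. This argues against the trend as the whole cause. Without the near-identical libraries 40 and 41, of which 41 is labelled IFNγ, 419 genes lay above and 389 below the sum. The number above was 298 without TNFα/IFNγ library 7, and the number below 288 without control library 25, 290 without IFNγ library 29 and 263 without TNFα/IFNγ library 7. A joint action of both cytokines stays open. A mixed sample among the IFNγ libraries stays open, since its label was kept.

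A difference in the FP effect between TNFα/IFNγ-treated and untreated cells was called for 18 genes by edgeR (8 higher and 10 lower). In a fit of these 4 groups alone 2 genes were called. Of 100 regroupings within the runs, the real one included, 5 called as many. The regroupings mix treatments with strong effects of their own, so they decide nothing about chance. The counts higher and lower were 30 and 51 by DESeq2, 63 and 81 by limma-voom and 152 and 175 by edgeR with the replicate block. They were 2 and 0 (CNKSR3 and KLHL25) in the fit of these groups alone, with 1277 genes at an unadjusted p under 0.05. The number of higher genes was 1 without control library 25, 0 without control library 37, 5 without TNFα/IFNγ library 43, 3 without FP library 14, 5 without FP library 26, 4 without FP library 38, 1 without FP + TNFα/IFNγ library 20, 4 without FP + TNFα/IFNγ library 32 and 4 without FP + TNFα/IFNγ library 44. The number of lower genes was 1 without control library 25, 0 without control library 37, 6 without TNFα/IFNγ library 7, 1 without FP library 14, 5 without FP library 38, 1 without FP + TNFα/IFNγ library 20, 3 without FP + TNFα/IFNγ library 32 and 2 without FP + TNFα/IFNγ library 44. The genes behind the counts of 5 or fewer were ACSL1, ANXA4, CNKSR3, CYP27B1, GNPDA1, IFT27, KLHL25, MMD, RGMB-AS1, RND1 and TMEM117, those outside the rule named after their values were seen. Without control library 37, 1220 genes had an unadjusted p under 0.05. Among called genes that kept their direction with each library left out, the largest log2 differences were EGR2 5.05 (SE 1.03), KLHL25 3.16 (SE 0.57), RGMB-AS1 2.98 (SE 0.52), MMD -2.96 (SE 0.56) and CNKSR3 2.33 (SE 0.41).

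The call of EGR2 was lost without control library 1, 25 or 37, TNFα/IFNγ library 19, 31 or 43, FP library 2, 14, 26 or 38 or FP + TNFα/IFNγ library 8, 20, 32 or 44 (log2 fold changes of 4.65 to 5.40), with library totals as the only scaling (5.15), without the filter on low counts (5.04) and in a fit of the groups compared alone (5.01). The call of KLHL25 was lost without control library 25 or 37 or FP + TNFα/IFNγ library 20 (log2 fold changes of 2.89 to 3.18). The call of RGMB-AS1 was lost without control library 25 or 37, FP library 14 or FP + TNFα/IFNγ library 20 (log2 fold changes of 2.74 to 2.97) and in a fit of the groups compared alone (2.96). The call of MMD was lost without control library 1, 25 or 37, TNFα/IFNγ library 7, FP library 14 or FP + TNFα/IFNγ library 20, 32 or 44 (log2 fold changes of -2.99 to -2.68) and in a fit of the groups compared alone (-2.97). The call of CNKSR3 was lost without control library 25 or 37 or FP + TNFα/IFNγ library 20 (log2 fold changes of 2.23 to 2.37). These are log2 differences between the FP effect with TNFα/IFNγ and that alone. With library totals as the only scaling 7 genes were higher and 2 lower (MMD and RND1, the latter named after its value was seen). GC content and length were not tested for this difference, and the near-identical libraries are in none of its groups. For these genes a weaker or stronger FP action with both cytokines stays open. The FP effect over lists of genes is under the other observations.

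The FP effect differed between IFNγ- and TNFα-treated cells for 1 gene by edgeR, CPEB2, at 1.86 (SE 0.26) on the log2 scale, between 1.66 and 1.98 with each library left out. With 762 genes at an unadjusted p under 0.05, 3 of 100 regroupings within the runs called as many as the real 1 in a fit of these groups alone, and another up to 1267. As the regroupings mix treatments with strong effects, they decide nothing about chance. Fewer than 1 in 20 of the genes tested had such a p, so little rests on the count. Both comparisons hold 1 of the near-identical libraries. Without them edgeR called 1 gene, CPEB2, and with the block as well 66 higher and 18 lower. In all 32 libraries DESeq2 called 8 higher and 11 lower, and edgeR with the block 16 and 13. Without FP + IFNγ library 42, edgeR called 2 genes, CPEB2 and LINC01182, the latter named after its value was seen. A different FP action with IFNγ and a mixed sample both stay open.

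The article does not report on the IL-17A libraries. By edgeR in all 48 libraries, 250 genes were called with IL-17A against control, 108 with FP + IL-17A against IL-17A, 670 with IFNγ + IL-17A against control, 212 with IFNγ + IL-17A against IFNγ and 79 with FP + IFNγ + IL-17A against IFNγ + IL-17A. For FP + IL-17A against IL-17A and IFNγ + IL-17A against control, 1 of 35 splits, the real one, called as many. This share of 0.0286 is the smallest that 35 splits can give, so it argues against chance but does not exclude it. The second comparison sets IL-17A files against the others and holds IFNγ as well. For the rest, 2 of 35 called as many, so chance is not excluded over all splits. Among the 8 splits that part all 4 pairs of same-run libraries, only the real one did. The fits behind these splits hold the groups compared alone. In them IL-17A against control called 147 genes, IFNγ + IL-17A against IFNγ 118 and FP + IFNγ + IL-17A against IFNγ + IL-17A 26. Splits that part no pair, and set 2 runs against the other 2, called up to 376, 305 and 44. With the replicate block, the higher and lower counts of these comparisons were 269 and 27, 231 and 41, and 163 and 223.

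Of the genes called with IL-17A against control, 73.2% were pseudogenes, and of those with IFNγ + IL-17A against IFNγ 68.9%, against 6.66% of the genes tested (Fisher's exact test over genes, p = 8.73e-162 and 4.40e-122). With IFNγ + IL-17A against control it was 32.8% (Fisher's exact test over genes, p = 1.09e-96). The comparisons with and without FP, within IL-17A libraries, had 1.85% and 1.27%. The first 2 comparisons shared 189 called genes, 133 of them pseudogenes and 43 genes of ribosomal proteins. The IL-17A files use other versions of part of the gene IDs, but with identical versioned IDs alone 237 genes were called, which argues against the IDs as the whole cause. Reads of near-identical copies counted otherwise in these files may explain the pseudogenes. A median of 9.47% of reads in the IL-17A files was set aside for low alignment quality, against 5.64% in the others. Other processing or sequencing and IL-17A itself cannot be told apart, for IL-17A against control and IFNγ + IL-17A against IFNγ, because 0 libraries without IL-17A share the files of the IL-17A libraries. IFNγ + IL-17A against control holds the effect of IFNγ too, so its count is a measure of neither, and IFNγ, IL-17A and other processing stay open there. The action of IL-17A stays open.

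By the rule for named genes, the largest log2 fold changes by edgeR with IL-17A against control were ATXN7 -4.82 (SE 0.28), MTND4P12 4.40 (SE 0.75), EEF1A1P13 3.53 (SE 0.32), RPS26 -3.43 (SE 0.19) and RPL39 -3.39 (SE 0.30), and with IFNγ + IL-17A against IFNγ ATXN7 -4.73 (SE 0.28), MTND4P12 4.40 (SE 0.75), RPL39 -3.52 (SE 0.31), EEF1A1P13 3.52 (SE 0.32) and HNRNPA3P6 3.44 (SE 0.43). MTND4P12, EEF1A1P13 and HNRNPA3P6 are pseudogenes, and pseudogenes could share reads of the ribosomal protein genes RPS26 and RPL39, so these values are uncertain. With IFNγ + IL-17A against control, HLA-DRA was at least 2832-fold higher in mean CPM and SLAMF8 at least 149.7-fold higher in mean CPM, with 0 reads in controls and a floor of 3 reads over the group. IDO1 rose by 10.96 (SE 1.50) and GBP5 by 10.61 (SE 1.60). ENSG00000226025, a transcribed pseudogene, had 2435 reads there and 1 in controls. Of the genes called there, 220 (32.8%) were pseudogenes.

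FP + IL-17A against IL-17A gave ZBTB16 8.54 (SE 1.62), FAM107A 6.36 (SE 1.33), SPARCL1 6.20 (SE 1.13), GPX3 5.50 (SE 1.20) and FKBP5 5.41 (SE 0.51) on the log2 scale by edgeR. The call of FAM107A was lost without FP + IL-17A library 46 (log2 fold change 4.71) and in a fit of the groups compared alone (6.37). The call of SPARCL1 was lost in a fit of the groups compared alone (6.21). The call of GPX3 was lost without FP + IL-17A library 46 (log2 fold change 4.41) and in a fit of the groups compared alone (5.51). Without IL-17A library 45, ZBTB16 had 1 read with IL-17A and 12799 with FP + IL-17A, 18130 times (exact 95% counting interval 3253 to 716100) as many per counted read. The number of lower genes was 18 without FP + IL-17A library 10 and 19 without FP + IL-17A library 46.

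With IFNγ + IL-17A, FP gave ZBTB16 7.50 (SE 1.58), SPARCL1 5.38 (SE 1.09), GPX3 4.66 (SE 1.15), FKBP5 4.28 (SE 0.48) and LINC02884 4.23 (SE 0.76). The call of ZBTB16 was lost without IFNγ + IL-17A library 35 (log2 fold change 7.00) and in a fit of the groups compared alone (7.47). The call of SPARCL1 was lost in a fit of the groups compared alone (5.37). The call of GPX3 was lost without IFNγ + IL-17A library 11, 23, 35 or 47 or FP + IFNγ + IL-17A library 48 (log2 fold changes of 3.63 to 5.18), without the filter on low counts (4.66) and in a fit of the groups compared alone (4.66). The number of higher genes was 36 without IFNγ + IL-17A library 23 and 31 without IFNγ + IL-17A library 35, and that of lower genes 13 without IFNγ + IL-17A library 23, 12 without IFNγ + IL-17A library 35, 6 without FP + IFNγ + IL-17A library 12 and 10 without FP + IFNγ + IL-17A library 48. Both FP comparisons lie within the IL-17A files, where the file explanations do not apply. An action of FP is a hypothesis in the first and stays open in the second. There, 2 of 35 splits called as many (FP + IFNγ + IL-17A against IFNγ + IL-17A), the other of which parts no same-run pair, so chance is not excluded over all splits. The block, which holds the pairing, called 163 higher and 223 lower.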

How the results depend on the processing

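The tests without the near-identical libraries 40 and 41, with and without the block, those with identical versioned gene IDs and the sign-flip tests were chosen only after the results were seen. Counts of called genes are compared at 1.5 times: of 815 such values under an alternative, 602 stayed within it and 213 did not. For the named genes, 3534 of 3778 values kept their direction and their side of the limits, 183 lost their call, 58 gained one and 3 reversed, in 62 of 198 pairs of gene and comparison. A change of sign in a value called in neither fit is not counted as reversed. Of the differences of the M1 and M4 lists, 183 of 198 kept direction and call. Of the 183, 18 come from leaving out genes another list also holds, which removed no gene and could change nothing. For the paper's term lists, 47 of 58 counts stayed within 1.5 times, and those that moved rose.

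The counts against which each alternative is set, from edgeR without a block, were 92 higher and 38 lower for FP vs control, 599 higher and 278 lower for TNFα vs control, 281 higher and 131 lower for FP + TNFα vs control, 68 higher and 96 lower for FP + TNFα vs TNFα, 307 higher and 9 lower for IFNγ vs control and 420 higher and 199 lower for FP + IFNγ vs control. For the combined cytokines and the remaining comparisons with IFNγ they were 15 higher and 9 lower for FP + IFNγ vs IFNγ, 1850 higher and 2004 lower for TNFα/IFNγ vs control, 931 higher and 839 lower for TNFα/IFNγ vs TNFα, 1098 higher and 1118 lower for TNFα/IFNγ vs IFNγ, 1481 higher and 1684 lower for FP + TNFα/IFNγ vs control and 51 higher and 34 lower for FP + TNFα/IFNγ vs TNFα/IFNγ. The tests of differences between effects gave 510 higher and 454 lower for the TNFα by IFNγ interaction, 0 higher and 0 lower for the FP effect with TNFα/IFNγ minus that with TNFα, 8 higher and 10 lower for the FP effect with TNFα/IFNγ minus that alone and 1 higher (CPEB2) and 0 lower for the FP effect with IFNγ minus that with TNFα. The comparisons with IL-17A gave 223 higher and 27 lower for IL-17A vs control, 79 higher and 29 lower for FP + IL-17A vs IL-17A, 602 higher and 68 lower for IFNγ + IL-17A vs control, 183 higher and 29 lower for IFNγ + IL-17A vs IFNγ and 58 higher and 21 lower for FP + IFNγ + IL-17A vs IFNγ + IL-17A. Where such a count is 0, DESeq2 called 6 higher and 6 lower for the FP effect with TNFα/IFNγ minus that with TNFα and 11 lower for the FP effect with IFNγ minus that with TNFα, and edgeR found 688 and 762 genes in both directions together at an unadjusted p under 0.05. Genes named in this part for a count of 5 or fewer, other than CPEB2, KLHL25, RGMB-AS1, CNKSR3, MMD and TNFSF18, were chosen after their values were seen.

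RLE normalization and a prior count of 2 kept all 42 counts within 1.5 times. With DESeq2 the moved counts were 145 higher and 108 lower for FP vs control, 233 lower for FP + TNFα vs control, 129 higher and 186 lower for FP + TNFα vs TNFα, 36 lower for IFNγ vs control and 317 lower for FP + IFNγ vs control. Further counts here were 39 higher and 43 lower for FP + IFNγ vs IFNγ, 69 lower for FP + TNFα/IFNγ vs TNFα/IFNγ, 6 higher and 6 lower for the FP effect with TNFα/IFNγ minus that with TNFα, 30 higher and 51 lower for the FP effect with TNFα/IFNγ minus that alone and 8 higher and 11 lower for the FP effect with IFNγ minus that with TNFα. Next came 80 lower for FP + IL-17A vs IL-17A, 103 lower for IFNγ + IL-17A vs control and 61 lower for FP + IFNγ + IL-17A vs IFNγ + IL-17A. The cause was not tested. DESeq2 called 10 more values of the named genes and lost 1.

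The library numbers pair the samples by run. With the replicate block in edgeR the counts were 247 higher and 243 lower for FP vs control, 598 lower for TNFα vs control, 529 higher and 455 lower for FP + TNFα vs control, 229 higher and 361 lower for FP + TNFα vs TNFα and 124 lower for IFNγ vs control. Also moved were 571 lower for FP + IFNγ vs control, 86 higher and 135 lower for FP + IFNγ vs IFNγ, 139 higher and 195 lower for FP + TNFα/IFNγ vs TNFα/IFNγ, 1341 higher and 1544 lower for the TNFα by IFNγ interaction and 18 higher and 8 lower for the FP effect with TNFα/IFNγ minus that with TNFα. Then followed 152 higher and 175 lower for the FP effect with TNFα/IFNγ minus that alone, 16 higher and 13 lower for the FP effect with IFNγ minus that with TNFα, 241 higher and 270 lower for FP + IL-17A vs IL-17A, 226 lower for IFNγ + IL-17A vs control and 163 higher and 223 lower for FP + IFNγ + IL-17A vs IFNγ + IL-17A. The block also called 17 values of named genes: ALDH1L1 and PTGS2 in FP vs control, IL6 and PTGS2 in FP + TNFα vs TNFα, CD40 and VCAM1 in IFNγ vs control, PTGS2, TNFSF18 and KLF15 in FP + IFNγ vs IFNγ, VCAM1 in TNFα/IFNγ vs TNFα, CXCL9 in the TNFα by IFNγ interaction, IL6, PTGS2, TNFSF15, CCL8 and MYH11 in FP + TNFα/IFNγ vs TNFα/IFNγ and CXCL11 in FP + TNFα vs control. It changed no other call of the results named here. The common biological coefficient of variation fell from 44.2% to 23.3% with it. PC1 and the tests of the M1 and M4 lists did not hold the block. Within runs, 4 differences not called had 1 direction in 4 of 4: M4 in IFNγ vs control (0.03 to 2.64), FP vs control (-0.22 to -0.94) and FP + IFNγ vs IFNγ (-0.40 to -3.08), and M1 in FP vs control (-0.07 to -1.02). In both with IFNγ the largest is that of run 4, with library 41. An exact sign-flip test gives p = 0.13 for each, the smallest it can give. The median correlation of same-run libraries was 0.575, and 0.742 over the 2000 genes with the largest variance within groups.

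With limma-voom and the block as a random effect, the moved counts were 233 higher and 180 lower for FP vs control, 574 lower for TNFα vs control, 336 lower for FP + TNFα vs control, 181 higher and 253 lower for FP + TNFα vs TNFα and 104 lower for IFNγ vs control. The remaining counts were 466 lower for FP + IFNγ vs control, 73 higher and 54 lower for FP + IFNγ vs IFNγ, 92 higher and 116 lower for FP + TNFα/IFNγ vs TNFα/IFNγ, 1264 higher and 1259 lower for the TNFα by IFNγ interaction and 7 higher and 4 lower (FAM162A, FOXD2, NXNL2 and PGK1) for the FP effect with TNFα/IFNγ minus that with TNFα. Others that moved were 63 higher and 81 lower for the FP effect with TNFα/IFNγ minus that alone, 15 higher and 6 lower for the FP effect with IFNγ minus that with TNFα, 222 higher and 150 lower for FP + IL-17A vs IL-17A, 173 lower for IFNγ + IL-17A vs control and 119 higher and 143 lower for FP + IFNγ + IL-17A vs IFNγ + IL-17A. This setting called 12 more values of named genes and lost 12. The cause was not tested.

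A fit of the groups compared alone holds fewer libraries, and gave 47 higher and 15 lower for FP vs control, 292 higher and 73 lower for TNFα vs control, 143 higher and 66 lower for FP + TNFα vs control, 10 higher and 3 lower (ENSG00000286013, IL4I1 and MMP12) for FP + TNFα vs TNFα and 193 higher for IFNγ vs control. In addition there were 0 higher and 0 lower for FP + IFNγ vs IFNγ, 555 lower for TNFα/IFNγ vs TNFα, 20 lower for FP + TNFα/IFNγ vs TNFα/IFNγ, 203 higher and 139 lower for the TNFα by IFNγ interaction and 2 higher (CNKSR3 and KLHL25) and 0 lower for the FP effect with TNFα/IFNγ minus that alone. Moved as well were 128 higher for IL-17A vs control, 38 higher and 16 lower for FP + IL-17A vs IL-17A, 390 higher and 44 lower for IFNγ + IL-17A vs control, 102 higher and 16 lower for IFNγ + IL-17A vs IFNγ and 21 higher and 5 lower (BHLHE40, PER3, RRAD, SOX4 and TNFSF18) for FP + IFNγ + IL-17A vs IFNγ + IL-17A. At the counts of 0, edgeR found 1174 genes at an unadjusted p under 0.05 for FP + IFNγ vs IFNγ and 1277 for the FP effect with TNFα/IFNγ minus that alone, in both directions together; the counts by DESeq2 are above. It lost 26 calls of named genes and gained 1. No value could be given there for genes that did not pass its filter: ZBTB16 (IFNγ vs control), CR1L (TNFα vs control), COL26A1 (TNFα vs control), KRT4 (TNFα vs control), PTGDR2 (TNFα vs control), HLA-DRA (FP + TNFα vs control), CAMK2B (TNFα/IFNγ vs control), CYSLTR1 (TNFα/IFNγ vs control), TNF (TNFα vs control), MMP13 (TNFα vs control and FP + TNFα vs TNFα) and SLC8A3 (TNFα vs control).

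Without the filter on low counts, which has more genes to test, the moved counts were 58 higher and 19 lower for FP vs control, 84 lower for FP + TNFα vs control, 44 higher and 63 lower for FP + TNFα vs TNFα, 5 lower (CIART, ENSG00000251537, PER3, SOX4 and TEF) for FP + IFNγ vs IFNγ and 32 higher and 16 lower for FP + TNFα/IFNγ vs TNFα/IFNγ. To these come 287 higher and 245 lower for the TNFα by IFNγ interaction, 3 higher (CNKSR3, KLHL25 and RGMB-AS1) and 6 lower for the FP effect with TNFα/IFNγ minus that alone, 19 lower for FP + IL-17A vs IL-17A and 12 lower for FP + IFNγ + IL-17A vs IFNγ + IL-17A. It lost 15 calls of named genes. With library totals as the only scaling they were 14 lower for IFNγ vs control, 3434 lower for TNFα/IFNγ vs control, 1619 lower for TNFα/IFNγ vs TNFα, 685 higher and 2265 lower for TNFα/IFNγ vs IFNγ and 2706 lower for FP + TNFα/IFNγ vs control. The list goes on with 318 higher and 1860 lower for the TNFα by IFNγ interaction, 1 lower (FAM162A) for the FP effect with TNFα/IFNγ minus that with TNFα and 2 lower (MMD and RND1) for the FP effect with TNFα/IFNγ minus that alone. That scaling moved the median log2 fold change of all genes from -0.09 to -0.60 for TNFα/IFNγ vs control, so its calls are relative to that shift. The share of called genes that were higher moved with it from 48.0% to 26.5% for TNFα/IFNγ vs control, from 52.6% to 27.9% for TNFα/IFNγ vs TNFα, from 49.5% to 23.2% for TNFα/IFNγ vs IFNγ, from 46.8% to 28.9% for FP + TNFα/IFNγ vs control, from 52.9% to 14.6% for the TNFα by IFNγ interaction and from 44.4% to 77.8% for the FP effect with TNFα/IFNγ minus that alone. In a fit of all 48 libraries they were 16 lower for IFNγ vs control, 1 lower (FAM162A) for the FP effect with TNFα/IFNγ minus that with TNFα and 13 higher and 17 lower for the FP effect with TNFα/IFNγ minus that alone. With identical versioned gene IDs only, 19 lower for IFNγ + IL-17A vs IFNγ. The cause was not tested beyond the shift given.

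Without the near-identical libraries 40 and 41 the moved counts were 214 lower for FP + TNFα vs control, 160 lower for FP + TNFα vs TNFα, 24 lower for IFNγ vs control and 40 higher and 16 lower for FP + IFNγ vs IFNγ. With the block and without these libraries they were 527 higher and 563 lower for FP + TNFα vs control, 230 higher and 440 lower for FP + TNFα vs TNFα, 467 higher and 125 lower for IFNγ vs control, 124 higher and 157 lower for FP + IFNγ vs IFNγ and 1118 higher and 1300 lower for the TNFα by IFNγ interaction. Beyond these were 86 higher and 26 lower for the FP effect with TNFα/IFNγ minus that with TNFα and 66 higher and 18 lower for the FP effect with IFNγ minus that with TNFα. ZBTB16 in IFNγ vs control reversed from 6.11 to -4.31 without both, to -3.73 with the block and without both, and to -4.30 without IFNγ library 41, the lowest with 1 library left out. The highest was 8.31, without control library 37. In the fits that reversed, library 41 is left out, and the other three IFNγ libraries held 1 read of ZBTB16, so these are fitted values with no weight. Per counted read controls had 27.4 times (exact 95% counting interval 4.61 to 1113) as many.

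PC1 held 35.5% of the variance of log2 CPM, 58.2% on unlogged CPM, 50.2% on the unlogged deposited counts, 30.9% with unit variance per gene, 44.4% over the 500 most variable genes and 33.0% with a prior count of 0.5. With each library left out it stayed between 33.6% and 37.0%. The M4 difference between TNFα/IFNγ and TNFα was 0.55 and called, and 0.72 and not called with the median over the genes. That between FP + TNFα/IFNγ and TNFα/IFNγ was -0.93 and called, and -0.83 and not called. Unit variance per gene changed no call of the M1 and M4 differences. Leaving out genes another list also holds could change none, since M1 and M4 share 0 genes. The cause was not tested.

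With 1 library of the groups compared left out at a time, these counts moved by over 1.5 times, given as lowest to highest. FP vs control, higher: 53 to 82 (56 without control 1, 57 without control 13, 53 without control 25 and 61 without FP 2). FP vs control, lower: 15 to 35 (16 without FP 2 and 15 without FP 38). TNFα vs control, lower: 143 to 313 (143 without control 37). FP + TNFα vs control, lower: 60 to 211 (60 without FP + TNFα 4, 62 without FP + TNFα 16, 72 without FP + TNFα 28 and 211 without FP + TNFα 40). FP + TNFα vs TNFα, lower: 47 to 153 (48 without TNFα 15, 47 without FP + TNFα 4 or 16, 49 without FP + TNFα 28 and 153 without FP + TNFα 40). IFNγ vs control, lower: 5 to 22 (18 without IFNγ 5, 5 without IFNγ 17 and 22 without IFNγ 41). FP + IFNγ vs control, lower: 132 to 176 (132 without FP + IFNγ 6). FP + IFNγ vs IFNγ, higher: 7 to 40 (7 without IFNγ 5 or 29, 9 without IFNγ 17 and 40 without IFNγ 41). FP + IFNγ vs IFNγ, lower: 1 to 11 (4 without IFNγ 5 or 17, 3 without IFNγ 29, 2 without FP + IFNγ 6 and 1 without FP + IFNγ 42). FP + TNFα/IFNγ vs TNFα/IFNγ, higher: 22 to 43 (32 without TNFα/IFNγ 7, 22 without TNFα/IFNγ 43 and 30 without FP + TNFα/IFNγ 20). FP + TNFα/IFNγ vs TNFα/IFNγ, lower: 9 to 39 (22 without TNFα/IFNγ 7, 21 without TNFα/IFNγ 43, 14 without FP + TNFα/IFNγ 8, 9 without FP + TNFα/IFNγ 20 and 16 without FP + TNFα/IFNγ 32). The TNFα by IFNγ interaction, higher: 298 to 582 (298 without TNFα/IFNγ 7). The TNFα by IFNγ interaction, lower: 263 to 599 (288 without control 25, 290 without IFNγ 29 and 263 without TNFα/IFNγ 7). Lower in the FP effect with TNFα/IFNγ minus that with TNFα: 0 to 1 (1 without TNFα/IFNγ 7 and 1 without FP + TNFα 4). Higher in the FP effect with IFNγ minus that with TNFα: 1 to 2 (2 without FP + IFNγ 42). FP + IL-17A vs IL-17A, lower: 18 to 28 (18 without FP + IL-17A 10 and 19 without FP + IL-17A 46). FP + IFNγ + IL-17A vs IFNγ + IL-17A, higher: 31 to 62 (36 without IFNγ + IL-17A 23 and 31 without IFNγ + IL-17A 35). FP + IFNγ + IL-17A vs IFNγ + IL-17A, lower: 6 to 23 (13 without IFNγ + IL-17A 23, 12 without IFNγ + IL-17A 35, 6 without FP + IFNγ + IL-17A 12 and 10 without FP + IFNγ + IL-17A 48). The counts of 5 or fewer here hold, over these fits, ASIC1, CACNA1G, LINC01182, MIAT and NT5DC2 for IFNγ vs control, CIART, ENSG00000251537, LUCAT1, PER3, SOX4 and TEF for FP + IFNγ vs IFNγ, FAM162A for the FP effect with TNFα/IFNγ minus that with TNFα and CPEB2 and LINC01182 for the FP effect with IFNγ minus that with TNFα.

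Higher in the FP effect with TNFα/IFNγ minus that alone: 0 to 12 (1 without control 25, 0 without control 37, 5 without TNFα/IFNγ 43, 3 without FP 14, 5 without FP 26, 4 without FP 38, 1 without FP + TNFα/IFNγ 20 and 4 without FP + TNFα/IFNγ 32 or 44). Lower in the FP effect with TNFα/IFNγ minus that alone: 0 to 11 (1 without control 25, 0 without control 37, 6 without TNFα/IFNγ 7, 1 without FP 14, 5 without FP 38, 1 without FP + TNFα/IFNγ 20, 3 without FP + TNFα/IFNγ 32 and 2 without FP + TNFα/IFNγ 44). The counts of 5 or fewer hold, over these fits, ACSL1, ANXA4, CNKSR3, CYP27B1, GNPDA1, IFT27, KLHL25, MMD, RGMB-AS1, RND1 and TMEM117. Without control library 37, where edgeR called 0, 1220 genes had an unadjusted p under 0.05, and the counts by DESeq2 in all libraries are above. These fits have 1 library fewer, and no other cause was tested.

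The differences of the module lists whose call changed with 1 library left out were, from lowest to highest, M1 in TNFα vs control 2.44 to 3.05 (call lost without control 1, at 2.44), M1 in FP vs control -0.65 to -0.13 (call gained without control 1, at -0.65) and M1 in FP + TNFα/IFNγ vs TNFα/IFNγ -0.33 to -0.25 (call lost without TNFα/IFNγ 7, 19, 31 or 43, at -0.31 to -0.25). The others were M4 in TNFα/IFNγ vs TNFα 0.46 to 0.63 (call lost without TNFα 3 or 39, at 0.46 to 0.52), M4 in TNFα/IFNγ vs IFNγ 2.93 to 3.96 (call lost without TNFα/IFNγ 43, at 3.40) and M4 in FP + TNFα vs TNFα -1.19 to -0.87 (call lost without TNFα 3, 15, 27 or 39, at -1.12 to -0.96). In each of the 12 fits that lost a call the groups stayed fully apart and p was 0.0571, so the loss comes from the steps of the exact test at 3 against 4 libraries.

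Leaving out 1 library at a time also lost 120 calls of named genes and gained 5; those of genes named at the claims are given there. RLE normalization lost 1 call of a named gene, the fit of all 48 libraries 1, and library totals 4 with 1 gained. Without the near-identical libraries 2 were lost and 3 gained, and 1 and 9 with the block. All alternatives written down were run. Depth limits the genes near 0 reads, where a ratio rests on the floor of 3 reads over a group or on a counting interval, and both cover counting error only.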

Differences from the paper's values

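The alternatives set before the data were examined are DESeq2, RLE normalization, library totals as the only scaling, no filter, a prior count of 2, the replicate block, the block as a random effect by limma-voom, all 48 libraries and a fit of the groups compared alone. Fits with 1 library left out were set then too. The fits without the near-identical libraries 40 and 41 were chosen after seeing the values. A count differs when it is over 1.5 times the paper's or under it by as much, and a log2 value when the sign or more than the replicate SD differs. Of 24 counts, 11 differ, and 4 under the replicate block. Of 140 log2 values of Tables 1 and 2, 17 differ, and 135 have the paper's sign.

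For the numbers of called genes, FP vs control, higher: the paper's value is 238 and that here 92, differing not with the replicate block and the block as a random effect, but with the other 7. FP vs control, lower: the paper's value is 268 and that here 38, differing not with the replicate block and the block as a random effect, but with the other 7. FP + TNFα vs control, higher: the paper's value is 430 and that here 281, differing not with DESeq2, the replicate block, the block as a random effect and all 48 libraries, but with the other 5, and not without control 13 (315). FP + TNFα vs control, lower: the paper's value is 432 and that here 131, differing not with the replicate block and the block as a random effect, but with the other 7. FP + TNFα vs TNFα, lower: the paper's value is 163 and that here 96, differing not with DESeq2 and all 48 libraries, but with the other 7, and not without TNFα 3 (127), TNFα 39 (116) or FP + TNFα 40 (153). IFNγ vs control, lower: the paper's value is 124 and that here 9, differing not with the replicate block and the block as a random effect, but with the other 7.

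FP + IFNγ vs control, lower: the paper's value is about 500 in Fig. 5B, read by eye, and that here 199, differing not with the replicate block and the block as a random effect, but with the other 7. FP + IFNγ vs IFNγ, higher: the paper's value is 83 and that here 15, differing not with the replicate block and the block as a random effect, but with the other 7. FP + IFNγ vs IFNγ, lower: the paper's value is 136 and that here 9, differing not with the replicate block, but with the other 8. FP + TNFα/IFNγ vs TNFα/IFNγ, higher: the paper's value is 145 and that here 51, differing not with the replicate block, but with the other 8. FP + TNFα/IFNγ vs TNFα/IFNγ, lower: the paper's value is 295 and that here 34, differing with each of the 9 alternatives.

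For FP + TNFα vs control, 296 higher without libraries 40 and 41, a fit chosen after seeing the values, no longer differ, and that fit drops 464 of the 862 genes that the paper's sheet calls. For FP + TNFα vs control, 527 higher and 563 lower with the replicate block and without libraries 40 and 41, a fit chosen after seeing the values, no longer differ, and that fit drops 98 of the 862 genes that the paper's sheet calls. For FP + TNFα vs TNFα, 160 lower without libraries 40 and 41, a fit chosen after seeing the values, no longer differ, and that fit drops 149 of the 264 genes that the paper's sheet calls. For IFNγ vs control, 125 lower with the replicate block and without libraries 40 and 41, a fit chosen after seeing the values, no longer differ, and that fit drops 83 of the 543 genes that the paper's sheet calls. For FP + IFNγ vs IFNγ, 124 higher and 157 lower with the replicate block and without libraries 40 and 41 no longer differ. That fit, chosen after seeing the values, drops 44 of the 219 genes that the paper's sheet calls. With all 32 libraries and no block, edgeR called 365 of the 862 genes and 106 of the 264 with the sheet's sign. It called 298 of the 543 and 22 of the 219. With the block these were 794, 249, 487 and 167.

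Log2 fold changes of Tables 1 and 2 that differ follow. For ZBTB16 and CD38 the fit of the groups compared alone gave no value in part of the comparisons. FKBP5, TNFα vs control: the paper gives 0.004 and here it was -0.14, differing with each of the 9 alternatives, and not without control 13 (0.15), control 25 (0.01) or TNFα 39 (0.02). FKBP5, FP + TNFα/IFNγ vs control: the paper gives 3.65 and here it was 5.62, differing with each of the 9 alternatives. IL6, FP + TNFα/IFNγ vs control: the paper gives 1.69 and here it was 0.40, differing not with the replicate block, the block as a random effect and all 48 libraries, but with the other 6, and not without control 13 (2.80), FP + TNFα/IFNγ 8 (0.63), FP + TNFα/IFNγ 32 (0.50) or FP + TNFα/IFNγ 44 (0.40). KLF15, IFNγ vs control: the paper gives a log2 decrease of 0.40 and here it was a decrease of -0.32, that is, an increase, differing not with the replicate block and the block as a random effect, but with the other 7, and not without control 13 (decrease of 0.05) or IFNγ 41 (decrease of 1.19). KLF15, FP + TNFα/IFNγ vs control: the paper gives a log2 decrease of 3.96 and here it was a decrease of 0.10, differing with each of the 9 alternatives. MMP1, IFNγ vs control: the paper gives a log2 decrease of 0.29 and here it was a decrease of -0.23, that is, an increase, differing not with the block as a random effect, but with the other 8, and not without IFNγ 17 (decrease of 0.27) or IFNγ 29 (decrease of 0.04). ZBTB16, IFNγ vs control: the paper gives 2.29 and here it was 6.11, differing with each of the 8 alternatives. ZBTB16, TNFα/IFNγ vs control: the paper gives 0.04 and here it was -0.34, differing not with the block as a random effect, but with the other 7, and not without control 37 (1.86).

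CD38, FP vs control: the paper gives 0.32 and here it was -0.40, differing not with the replicate block and the block as a random effect, but with the other 6, and not without control 13 (0.76). CXCL10, FP + IFNγ vs control: the paper gives 4.23 and here it was 6.50, differing not with the block as a random effect, but with the other 8. CXCL11, FP + TNFα vs control: the paper gives 2.23 and here it was 3.33, differing not with a prior count of 2, the block as a random effect and all 48 libraries, but with the other 6, and not without control 1 (3.08), control 25 (3.45) or control 37 (3.28). CXCL9, FP + TNFα vs control: the paper gives 1.34 and here it was 3.24, differing not with the block as a random effect, but with the other 8. CXCL9, IFNγ vs control: the paper gives 5.34 and here it was 6.70, differing not with the replicate block and the block as a random effect, but with the other 7, and not without control 1 (6.65), control 13 (6.69), control 25 (6.72), control 37 (6.74) or IFNγ 17 (4.69). CXCL9, FP + TNFα/IFNγ vs control: the paper gives 5.65 and here it was 13.99, differing with each of the 9 alternatives.

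ISG15, FP vs control: the paper gives a log2 decrease of 0.99 and here it was a decrease of 1.64, differing not with no filter, a prior count of 2, the replicate block, the block as a random effect, all 48 libraries and the groups compared alone, but with the other 3, and not without FP 2 (decrease of 1.72), FP 26 (decrease of 1.54) or FP 38 (decrease of 1.47). ISG15, FP + IFNγ vs control: the paper gives 3.70 and here it was 2.97, differing not with the replicate block, the block as a random effect and the groups compared alone, but with the other 6, and not without control 13 (4.27) or FP + IFNγ 42 (3.12). ISG15, FP + TNFα/IFNγ vs control: the paper gives 5.36 and here it was 4.62, differing not with the replicate block, the block as a random effect, all 48 libraries and the groups compared alone, but with the other 5, and not without control 13 (5.91), FP + TNFα/IFNγ 20 (4.63), FP + TNFα/IFNγ 32 (4.71) or FP + TNFα/IFNγ 44 (4.67).

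In IFNγ vs control without libraries 40 and 41, a fit chosen after seeing the values, KLF15 at a log2 decrease of 1.20 no longer differs, and the fit drops 247 of the 543 genes of the paper's sheet. In IFNγ vs control with the replicate block and without libraries 40 and 41, a fit chosen after seeing the values, KLF15 at a log2 decrease of 0.77 and CXCL9 at 6.16 no longer differ, and the fit drops 83 of the 543 genes of the paper's sheet. In FP + TNFα vs control with the replicate block and without libraries 40 and 41, a fit chosen after seeing the values, CXCL11 at 1.49 and CXCL9 at 0.53 no longer differ, and the fit drops 98 of the 862 genes of the paper's sheet. For CXCL9 with FP + TNFα/IFNγ, the paper's own supplementary sheet holds a value near that found here. KLF15 is printed in Table 1 with the same values for TNFα/IFNγ and for FP + TNFα/IFNγ.

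The paper gives over 50% as the part of treatment in the changes, beside its plot of the variance per component. Here 54.2% of the variance over all genes lay between the 8 groups, which is above it too. PC1 alone held 35.5%, which differs. It does not differ on unlogged CPM and unlogged deposited counts (58.2% and 50.2%), and differs with unit variance per gene, the 500 most variable genes and a prior count of 0.5.

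Some genes that the paper calls were not called here by edgeR, and are given as log2 fold changes with the settings that call them. The paper states that FP alone lowers IL6, PTGS2 and TNFSF15 and raises ALDH1L1. IL6 had -2.25 (SE 1.34), and no setting tried called it. PTGS2 had -4.10 (SE 1.48). PTGS2 was called by DESeq2 (-4.04) and with the replicate block (-2.95, SE 0.76). TNFSF15 had -3.38 (SE 1.36), and no setting tried called it. ALDH1L1 had 8.99 (SE 2.62). ALDH1L1 was called with the replicate block (8.90, SE 0.77). Without FP library 38, ALDH1L1 had 3.69. MMP1, which it names with them, was called here. For FP added to TNFα the paper names IL6 and PTGS2 among the lowered genes. IL6 had -2.47 (SE 1.30). IL6 was called with the replicate block (-2.41, SE 0.70) and by limma-voom with the block as a random effect (-2.33). PTGS2 had -4.96 (SE 1.49). PTGS2 was called by DESeq2 (-4.96), with the replicate block (-4.31, SE 0.72) and by limma-voom with the block as a random effect (-4.48). CCL5 and MMP1, which it names too, were called here. The paper also has FP lower CXCL10 with TNFα. CXCL10 had -3.25 (SE 1.18). CXCL10 was called without FP + TNFα library 40 (log2 fold change -4.97) and by DESeq2 (-3.25). CXCL10 (-4.97) was called without libraries 40 and 41, a fit chosen after seeing the values that drops 149 of the 264 genes of the paper's sheet for FP + TNFα vs TNFα. PTGS2 (-5.62) and CXCL10 (-4.61) were called with the replicate block and without libraries 40 and 41, a fit chosen after seeing the values that drops 20 of the 264 genes of the paper's sheet for FP + TNFα vs TNFα.

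For FP added to IFNγ the paper names PTGS2, VCAM1 and TNFSF18 as lowered. PTGS2 had -3.58 (SE 1.39). PTGS2 was called with the replicate block (-2.64, SE 0.67). VCAM1 had -1.47 (SE 0.79), and no setting tried called it. TNFSF18 had -3.28 (SE 0.95). TNFSF18 was called without FP + IFNγ library 30 (log2 fold change -5.33), by DESeq2 (-3.27) and with the replicate block (-3.35, SE 0.50). PTGS2 (-2.90) and TNFSF18 (-3.25) were called with the replicate block and without libraries 40 and 41, a fit chosen after seeing the values that drops 44 of the 219 genes of the paper's sheet for FP + IFNγ vs IFNγ. In cells treated with TNFα/IFNγ it names IL6, PTGS2 and TNFSF15 as sensitive to FP. IL6 had -3.32 (SE 1.36). IL6 was called with the replicate block (-2.95, SE 0.72) and by limma-voom with the block as a random effect (-3.03). PTGS2 had -3.18 (SE 1.36). PTGS2 was called with the replicate block (-3.22, SE 0.65) and by limma-voom with the block as a random effect (-3.33). TNFSF15 had -3.89 (SE 1.16). TNFSF15 was called by DESeq2 (-3.90), with the replicate block (-3.41, SE 0.77) and by limma-voom with the block as a random effect (-3.25). MMP1, which it names with them, was called here.

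With IFNγ the paper names CD40 and VCAM1 as raised. CD40 had 2.83 (SE 1.12). CD40 was called with the replicate block (3.24, SE 0.61) and by limma-voom with the block as a random effect (3.15). VCAM1 had 2.35 (SE 0.82). VCAM1 was called by DESeq2 (2.33), with the replicate block (2.41, SE 0.69) and by limma-voom with the block as a random effect (2.40). CD40 (3.34) and VCAM1 (2.42) were called with the replicate block and without libraries 40 and 41, a fit chosen after seeing the values that drops 83 of the 543 genes of the paper's sheet for IFNγ vs control. CCL2, CCL8 and ICAM1, which it names too, were called here. The paper has VCAM1 higher with TNFα/IFNγ than with TNFα. VCAM1 had 1.77 (SE 0.80). VCAM1 was called by DESeq2 (1.77), with the replicate block (1.94, SE 0.67), by limma-voom with the block as a random effect (1.88) and in a fit of the groups compared alone (1.73). The paper states that ORAI1 rises with both cytokines and with neither alone. With TNFα alone ORAI1 rose here by 0.95 (SE 0.25, adjusted p = 0.0111), by edgeR's test, which does not reach the fold limit. The paper states that TNFα/IFNγ blunts the induction of KLF15 by FP. Here FP raised KLF15 with TNFα/IFNγ by 4.05 (SE 1.02), the change from control was -0.10 (SE 0.83), and the FP effect minus that alone was 0.54 (SE 1.25), called under no setting tried. For FP + TNFα/IFNγ against TNFα/IFNγ, the paper's own supplementary sheet gives 4.02, near the value found here.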

Other observations

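The tests of the near-identical libraries, of the few genes called between FP + IFNγ and IFNγ, of KLF15 and by sign flips were chosen only after the results were seen. The library labelled FP + TNFα 40 and the library labelled IFNγ 41, both of run 4, had log2 ratios with an SD of 0.145 over 7260 genes, where counting error alone gives 0.0869, and 4 genes differed over 2-fold. Of 1056 pairs of libraries with different labels this was the lowest. The next was 0.251, the next within the 8 groups 0.432, the median 1.06, and the same groups in the other runs 0.896 to 0.935. A swap of the 2 labels is argued against by 24 genes that FP raised in the other runs, alone and with either single cytokine. Their median log2 CPM was 4.88 in the library labelled FP + TNFα and 4.65 in that labelled IFNγ. In the other IFNγ libraries this median was 0.35 to 1.53. Treatment of both with FP, TNFα and IFNγ together is argued against by 12 genes that TNFα and IFNγ raise together above either alone. Their median was 2.10 in the library labelled FP + TNFα and 4.555 to 6.599 in the FP + TNFα/IFNγ libraries. In the TNFα/IFNγ library of run 4 it was 7.04.

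A mixture of the 2 libraries, in the tubes or when reads were merged, may explain part of their likeness. Fitted as a sum of the mean profiles of the 8 groups in the other runs, the library labelled FP + TNFα 40 had a weight of 43.9% for FP + TNFα and 32.4% for IFNγ, and that labelled IFNγ 41 had 39.9% for IFNγ and 35.5% for FP + TNFα. The 6 other libraries of these groups had 0% for the partner group. IFNγ libraries were mixed by simulation into the FP + TNFα libraries of runs 1 to 3. A share of 50% was recovered as 26.8% to 33.0%, one of 25% as 7.00% to 17.2%, and 0% as 0%. The reverse mixture was not simulated, so the 35.5% of library 41 has no such reference. The 12 genes that both cytokines raise together had medians of 2.10 in library 40 and 2.2 in library 41, against -2.17 to -1.72 in the other FP + TNFα and -1.94 to 0.00 in the other IFNγ libraries. In other groups run 4 lay at most 0.92 above the other runs. This argues against a mixture of these 2 alone as the whole cause. Weights for FP + TNFα/IFNγ were 2.0% and 1.6%, and for FP + IFNγ 14.2% in library 40 and 15.5% in library 41, against 0.0% to 1.1% in the other FP + TNFα and 7.9% to 13.3% in the other IFNγ libraries. A mixture that holds a part from other cells or libraries stays open, and where it arose was not tested. The labels were kept in all fits, and no biological explanation was tested.

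FP + IFNγ against IFNγ had few calls by edgeR (15 higher and 9 lower). With both near-identical libraries left out, 56 genes were called, and without IFNγ library 41 alone 51. With any other library of the 2 groups left out it was 10 without IFNγ 29, 11 without IFNγ 5, 13 without IFNγ 17, 15 without FP + IFNγ 6 or 42, 21 without FP + IFNγ 30 and 23 without FP + IFNγ 18. So the library labelled IFNγ 41 may account for part of the low number. The replicate block gave 86 higher and 135 lower. In a fit of these 2 groups alone edgeR called 0 genes, with 1174 at an unadjusted p under 0.05, so any split must call as many (35 of 35 did), and the splits decide nothing about chance. DESeq2 on the 8 groups called 39 higher and 43 lower. Other splits that part no pair of same-run libraries called up to 38 genes. An action of FP on the IFNγ response stays open.

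For the other 11 comparisons of the article, 1 of 35 splits, the real one, called as many genes, in fits of the groups compared alone. These comparisons are FP vs control, TNFα vs control, FP + TNFα vs control, FP + TNFα vs TNFα, IFNγ vs control, FP + IFNγ vs control, TNFα/IFNγ vs control, TNFα/IFNγ vs TNFα, TNFα/IFNγ vs IFNγ, FP + TNFα/IFNγ vs control and FP + TNFα/IFNγ vs TNFα/IFNγ. A share of 0.0286 is the smallest that 35 splits can give, and it was not adjusted for the 11 comparisons. It argues against chance for each but does not exclude it. Of the 8 splits that part all 4 pairs of same-run libraries, only the real one called as many, and 8 splits alone decide little. The largest count under another split came in each from a split that parts no pair of same-run libraries, up to 118 genes in IFNγ vs control. For FP + TNFα/IFNγ vs TNFα/IFNγ that count was 53, against 55 for the real groups. For FP + TNFα vs TNFα it was 10, against 13. For the FP effect with TNFα/IFNγ minus that with TNFα, edgeR called 0 genes, with 688 at an unadjusted p under 0.05 and 12 called by DESeq2, and 100 of 100 regroupings must call as many, which decides nothing about chance.

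TNFα/IFNγ against control had calls in both directions (1850 higher and 2004 lower by edgeR). A trend with GC content and length of transcripts was weighed in the fit with the replicate block, over 17366 genes. Before the correction 4362 genes were called, after it 4366, and 4223 in both. This argues against the trend as the whole cause. With library totals as the only scaling, 1239 were higher and 3434 lower, so the balance of the directions depends on the scaling. An action of both cytokines is a hypothesis.

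LCP2 (3.46 CPM), a gene also known from leukocytes, rose with TNFα/IFNγ. Reads from leukocytes in the cultures would bring their abundant transcripts. Of a list of 16 leukocyte markers, 13 were under 1 CPM in the TNFα/IFNγ libraries, and PTPRC was at 0.0325 CPM, which argues against this source. The highest was SRGN at 254 CPM, and 4 of the list passed the filter of the fit of 8 groups. Which cells these reads come from was not tested. Induction by the cytokines in the cultured cells is a hypothesis, and reads shared with related genes were not tested.

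For 68 genes that FP raised in the TNFα libraries, called by edgeR without the block, the median FP effect over genes was 1.98 (log2) alone and 1.37 with TNFα/IFNγ, the median of 4 runs. The difference was -0.605 ± 0.0193 (SD, n = 4), lower in 4 of 4 runs (exact sign-flip test, p = 0.13, the smallest it can give). A weaker induction by FP may be a result of both cytokines, as a hypothesis. For 135 genes that FP lowered in the IFNγ libraries, called with the replicate block, it was -1.62 with TNFα and -1.27 with TNFα/IFNγ, a difference of 0.289 ± 0.255 (SD, n = 4), nearer 0 in 3 of 4 runs (exact sign-flip test, p = 0.25). For the 243 genes that FP lowered alone, also called with the block, the medians were -1.36 and -0.92. The difference was 0.329 ± 0.354 (SD, n = 4), nearer 0 in 3 of 4 runs (exact sign-flip test, p = 0.25). Run 4 went the other way, at -0.708 with TNFα and -0.889 with TNFα/IFNγ. A weaker repression and no difference cannot be told apart, because 4 runs are too few and the FP + TNFα library of run 4 is of the near-identical pair. Composition was not tested for these differences.

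KLF15 rose with FP in TNFα/IFNγ-treated cells, and the FP effect there minus that alone was 0.54 on the log2 scale (SE 1.25), between -0.01 and 1.03 with each library left out. FP alone raised it by 3.51 (SE 0.90), so a lost induction would need a difference of that size below 0, and the value argues against it. A partial loss within this error stays open. With TNFα/IFNγ against control KLF15 was lower, at -4.15 (SE 1.02), and with FP added -0.10 (SE 0.83). That FP acts by as many fold on a lower start is a hypothesis from the same data.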
